# Design, Synthesis and Gene Modulation Insights into Pigments Derived from Tryptophan-Betaxanthin, Which Act against Tumor Development in *Caenorhabditis elegans*

**DOI:** 10.3390/ijms25010063

**Published:** 2023-12-20

**Authors:** Paula Henarejos-Escudero, Fernando F. Méndez-García, Samanta Hernández-García, Pedro Martínez-Rodríguez, Fernando Gandía-Herrero

**Keywords:** betaxanthins, cancer, *Caenorhabditis elegans*, phytochemicals, preclinical model, tryptophan

## Abstract

The use of betalains, which are nitrogenous plant pigments, by the food industry is widespread and reflects their safety after intake. The recent research showed outstanding results for L-tryptophan-betaxanthin, a phytochemical present in traditional Chinese medicine, as an antitumoral agent when the activity was evaluated in the animal model *Caenorhabditis elegans*. Thus, L-tryptophan-betaxanthin is now presented as a lead compound, from which eleven novel structurally related betaxanthins have been designed, biotechnologically produced, purified, and characterized. The antitumoral effect of the derived compounds was evaluated on the JK1466 tumoral strain of *C. elegans*. All the tested molecules significantly reduced the tumoral gonad sizes in a range between 31.4% and 43.0%. Among the novel compounds synthesized, tryptophan methyl ester-betaxanthin and tryptophan benzyl ester-betaxanthin, which are the first betalains to contain an ester group in their structures, caused tumor size reductions of 43.0% and 42.6%, respectively, after administration to the model animal. Since these were the two most effective molecules, their mechanism of action was investigated by microarray analysis. Differential gene expression analysis showed that tryptophan methyl ester-betaxanthin and tryptophan benzyl ester-betaxanthin were able to down-regulate the key genes of the mTOR pathway, such as *daf-15* and *rict-1*.

## 1. Introduction

Despite of the many advances in medicine, cancer is still one of the major causes of mortality worldwide, with more than 19 million of cases diagnosed in 2020 [1]. This complex disease implies the uncontrolled growth of cells caused by the accumulation of defective genes which control the cellular cycle, among many other critical pathways, alongside with environmental factors [2,3,4]. Thus, novel treatments with enhanced or complementary effectivity and with fewer side effects are urgently needed because no definite new and safe remedies have been found in more than fifty years of molecular cancer research. Although some human cancers can be cured with mixed treatments and, in other cases, can prolong the patient’s life expectancy, they also present very detrimental side effects.

On the search for novel drugs for cancer treatment, betalains have shown promising results in recent years [5,6]. These are a family of plant pigments with a strong health-promoting potential [7], and among their numerous reported pharmacological effects, protection against oxidative [8,9,10,11] and inflammatory [12,13,14,15] processes is included. L-Tryptophan-betaxanthin is a betalain found, among other sources, in traditional Chinese medicine (TCM) plants [16,17,18,19,20,21]. It has been studied by different computational methods, showing interesting interactions with receptors and proteins. It exhibited a good binding affinity with the Silent information regulator 1 (Sirt1) protein. This protein is a member of the sirtuin family, which is important for regulating metabolic signaling pathways, and it is involved in the diseases associated with aging [22]. Tryptophan-betaxanthin has also been proposed as an inhibitor of the fat mass and obesity-associated protein (FTO) through competitive inhibition. The FTO protein is linked to numerous diseases, such as cardiovascular diseases, diabetes, and cancer [23]. In other in silico studies, tryptophan-betaxanthin has been identified as a potential agonist, targeting the peroxisome proliferator-activated receptor (PPAR) protein for treating metabolic syndromes, which are a collection of disorders characterized by obesity and multiple clinical disorders. Finally, this molecule was described by our group as a potent antitumoral drug after studies performed in vivo in the animal model *Caenorhabditis elegans* [24]. In that study, in addition to tryptophan-betaxanthin, the other individual betalains, such as betanin, phenylethylamine-betaxanthin, indicaxanthin, phenylalanine-betaxanthin, and dopaxanthin, were tested. Of all of them, the most effective molecule against tumor growth in nematodes was tryptophan-betaxanthin, which was chosen as the lead compound for the design and development of the new molecules showed in this work. Overall, the promising background of the betalain L-tryptophan-betaxanthin encourages the study of this betaxanthin as a lead molecule in cancer treatment [24].

The small nematode *Caenorhabditis elegans* has been proposed as an emerging model for cancer research. Although these models could not replace mammalian testing, they provide useful information on the underlying mechanisms of action of the tested compounds [25,26]. There are several *C. elegans* mutant strains associated with different human cancer types [27]. Among them, the JK1466 strain generates tumors in the germline which resembles teratomas in humans [28]. These tumors are usually located in women’s ovaries and in men’s testes. Teratomas could be lethal if not treated properly.

About some of the pathways involved in cancer, such as cell differentiation, proliferation, and survival. The mTOR (mechanistic target of rapamycin) signaling pathway plays a key role in it. Some of the genes of mTOR signaling pathway are *rict-1* and *daf-15*, the *C. elegans* orthologs to the human RICTOR (rapamycin-insensitive companion of mammalian target of rapamycin) and RAPTOR (regulatory-associated protein of mTOR), respectively. In cancerous cells, this pathway is frequently overactivated. In fact, the down-regulation of RICTOR and/or RAPTOR was shown to be a promising approach for cancer therapy [29]. Hou and co-authors reported that the knock-down of RICTOR enhanced the antitumoral effects of LY294002 (a phosphatidylinositol 3-kinase, PI3K, inhibitor) in esophageal squamous cell carcinoma [30]. In the same line, Zhu and co-authors showed that cardamomin reduced the proliferation of SKOV3 cells by suppressing the expression of RAPTOR [31].

Another mechanism of action for the progression of cancer is to avoid apoptotic cell death. The recent studies show that the down-regulation of caspase3 may be a survival mechanism for breast cancer [32] and prostate cancer cells [33]. Some genes encoding the caspases, *ced-3* and *csp-1*, are orthologs of the human caspases CASP3, CASP6, and CASP7 that promote apoptotic cell death. 

This paper presents the production, purification, and characterization of novel molecules derived from the phytochemical tryptophan-betaxanthin found in traditional Chinese medicine plants. Using L-tryptophan-betaxanthin as a lead compound, multiple novel compounds were rationally designed. The molecules were tested for antitumoral potential in vivo in the *C. elegans* cancer model JK1466, and the underlying mechanisms of action for the antitumoral effects were studied by differential gene expression analysis.

## 2. Results

### 2.1. Production and Purification of Tryptophan-Derived Betaxanthins

A biotechnological strategy was employed to produce the tryptophan-betaxanthin-derived pigments. The expression of the dioxygenase enzyme from *G. diazotrophicus* in the transformed *E. coli* was used to obtain betalamic acid from L-DOPA (7.6 mM) and 6-decarboxy-betalamic acid from dopamine (7.6 mM) [34]. Both the compounds were used as structural units to condense the molecules structurally related to the amino acid tryptophan for 72 h. The optimal concentration of these compounds added to the reaction medium was established at 10 mM in the preliminary experiments to improve the yield. Thus, using this approach, 11 different betalains were obtained, both pure L or D isomers and racemic mixtures. Each betaxanthin was derived from a different precursor molecule structurally related to tryptophan: L-tryptophan, D-tryptophan, tryptamine, 5-hydroxy-L-tryptophan, 5-fluoro-DL-tryptophan, 5-bromo-DL-tryptophan, L-tryptophan benzyl ester, L-tryptophan methyl ester, and serotonin.

After, ion exchange chromatography and C-18 reversed-phase solid-phase extraction were applied to each betalain obtained by biotransformation, and HPLC analyses were performed to confirm the pigments purity (Figure 1). Panels C, G, and H show the analysis of the molecules that appeared clearly as two peaks corresponding to the diastereoisomeric forms of the pigments. These two forms are derived from the racemic mixtures of the corresponding amino acids. Zoomed-in images of these peaks are shown in Figure S1. Ten different yellow betaxanthins and one 6-decarboxy-betaxanthin with maximum absorbance values around 480 nm were obtained and analyzed by HPLC. All eleven compounds were analyzed by HPLC-ESI-TOF-MS to unambiguously identify the molecular mass and support the structural identification of the novel betaxanthin analog. The results confirmed the nature of the pigments proposed, as summarized in Table 1.

The HPLC retention times (Rt) of the betaxanthins obtained were 15.31 min for 5-hydroxy-L-tryptophan-betaxanthin, 16.97 min for serotonin-betaxanthin, 20.17 min for D-tryptophan-betaxanthin, 20.47 min for L-tryptophan-betaxanthin, 20.53 min for L-tryptophan-benzyl ester-betaxanthin, 21.53 and 21.78 min for 5-fluoro-DL-tryptophan-betaxanthin, 22.95 min for tryptamine-betaxanthin, 23.63 min for L-tryptophan-6-decarboxy-betaxanthin, 24.16 for L-tryptophan methyl ester-betaxanthin, and 24.63 and 24.68 min for 5-bromo-DL-tryptophan-betaxanthin (Figure 1 and Table 1).

### 2.2. Color of Tryptophan-Derived Betaxanthins

In general, betalains present a high absorbance level, and tryptophan-betaxanthin shows an intense yellow color. Thus, the absorbance of the novel betaxanthins rationally designed was studied and recorded for the first time (Table 2 and Figure S2). The maximum wavelengths obtained range from 475 to 479 nm. These pigments lack an indoline-like cycle in resonance with the betalamic acid or 6-decarboxy-betalamic acid moieties, and thus, they are yellow in color and can be considered betaxanthins derived from L-tryptophan amino acid. 

In addition, the molar absorption coefficients were calculated for all the pigments using an end-point degradation method. The values were high for all the molecules and ranged from 36,000 to 55,000 M^−1^·cm^−1^, as shown in Table 2. 

### 2.3. Effect of Tryptophan-Derived Betaxanthins on Tumor Growth in C. elegans

The JK1466 strain of *C. elegans* has the tumor suppressor gene *gld-1* knocked-down. This alteration causes the proliferation of cells in the gonad that ultimately produces a tumor which is lethal for the nematodes [35].

To examine the effect of the novel compounds synthesized from L-tryptophan-betaxanthin as a lead compound in cancer prevention or treatment, the gonad sizes of the nematodes were measured after administration. The animals were treated with the different betaxanthin derivatives, and their gonads were measured from the loop region to the proximal region. The proximal gonad area is more swelled, as shown in Figure 2A, in comparison with that of the wild-type animal (N2), as it has been shown previously [24].

The eleven tryptophan-derived betaxanthins were assayed at 25 μM on a tumoral model in vivo following the method described in the bibliography [24]. Three of these treatments corresponded to the racemic mixtures since chiral pure precursors are not always available to check the effect of the mixture (Figure 2). All the treatments showed a reduction in the size of the tumoral gonad in a range between 31.4% and 43.0% (Figure 2M). The two most effective molecules reducing the tumor size were L-tryptophan-methyl ester-betaxanthin and L-tryptophan-benzyl ester-betaxanthin, which reduced the tumor size by 43.0% and 42.6%, respectively. This positive effect was followed by 5-bromo-DL-tryptophan-betaxanthin, tryptamine-betaxanthin, L-tryptophan-betaxanthin, serotonin-betaxanthin, DL-tryptophan-betaxanthin, D-tryptophan-betaxanthin, 5-fluoro-DL-tryptophan-betaxanthin, L-tryptophan-6-decarboxy-betaxanthin, and 5-hydroxy-L-tryptophan-betaxanthin which reduced tumor sizes by 39.9%, 38.1%, 37.0%, 35.8%, 35.7%, 34.9% 34.5%, 32.9%, and 31.4%, respectively (Table S1). After performing the screening of the novel compounds, the pigment L-tryptophan-methyl ester-betaxanthin has shown a 1.16 times higher effect with respect to that of the lead molecule L-tryptophan-betaxanthin.

### 2.4. Microarray Analysis

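Gene expression was measured in whole animals of the tumoral strain JK1466 with C. elegans Gene 1.1 ST arrays. The animals received 25 µM tryptophan-betaxanthin, its methyl ester derivative (tryptophan methyl ester-betaxanthin) or its benzyl ester derivative (tryptophan benzyl ester-betaxanthin), or water as the control. All of them, controls included, were fed the bacteria that knock down gld-1. Dose and time were the same for the 3 compounds, so the treatments can be compared at a matched dose. The paper gives a treatment of 2 days from the L1 stage, and the sample labels give 48 h starting 16 to 18 h after hatching. Each treatment had 3 arrays, from independent trials 1, 2 and 3, and the control had 2 arrays, from trials 1 and 2. The paper describes 3 control arrays, and the control of the third trial was not analysed here. According to the submitters' processing notes, the authors summarised the arrays with RMA in the Affymetrix Expression Console, which corrects the background, equalises the distributions of the arrays and gives a log2 signal per probe set. The paper names the Transcriptome Analysis Console, and software versions are not given in the sources used here. The table held 29317 probe sets, of which 26761 are listed with a gene and were tested. The median log2 signal of the arrays lay between 2.18 and 2.24, no pair of arrays held identical values, and the lowest correlation between arrays was 0.961. From these values, a linear model with the 4 groups was fitted to each probe set with limma, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. By limma's F-test, 359 probe sets differed between the 4 groups. Genes were also grouped in 35 lists (pathways, gene families and markers of tissues and stages), tested with camera at a preset correlation of 0.01 and adjusted over the lists. The value given for a list is the median log2 fold change of its measured genes. The number of arrays limits the precision. In simulated data with the same arrays per group, 70% of changes of 1 log2 unit and 93% of changes of 2 log2 units were recovered between the benzyl ester and the control. Between the esters and tryptophan-betaxanthin, these shares were 87% and 98%. The simulated arrays were independent, with the same spread in every group. The real spread differed, with a mean squared distance of 847 between the controls and 5590 within the benzyl ester. So the shares can differ for the real arrays.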

The differential expression analysis of mRNA was used to explore the effects of the betaxanthins obtained from tryptophan, tryptophan benzyl ester, and tryptophan methyl ester on *C. elegans* gene regulation. 

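In the animals given tryptophan-betaxanthin, C35A5.3 was the only gene past the adjusted threshold. Its log2 signal was 6.14 ± 0.18 (SD, n = 3) against 4.22 ± 0.10 (SD, n = 2) in the controls, a log2 fold change of 1.92 (standard error 0.18, adjusted p = 0.0384 from limma). Of the genes named here, the largest difference was in ugt-3, a UDP-glucuronosyltransferase gene, with 9.23 ± 0.06 (SD, n = 3) against 3.95 ± 0.22 (SD, n = 2). Its log2 fold change of 5.27 (standard error 0.96) did not pass (adjusted p = 0.209 from limma). That standard error rests on a spread pooled over the 4 groups, and with only the arrays of the groups compared it was 0.124. The mean squared distance between arrays was 4580 within the methyl ester and 5590 within the benzyl ester. It was 1760 within tryptophan-betaxanthin and 847 between the controls. The glutathione S-transferase gene gst-35 had a log2 fold change of 2.60 (adjusted p = 0.285), the folate transporter gene folt-2 of 2.12 (adjusted p = 0.119) and C15C6.5 of 3.23 (adjusted p = 0.335). Of the genes named here, the lowest values relative to the control were those of C23G10.11 at -2.52 (adjusted p = 0.119) and T20F10.9 at -1.53 (adjusted p = 0.214). At an unadjusted p under 0.05, 675 probe sets were higher and 942 lower, 1617 in all. The share of higher ones was 41.7%, and it was 51.5% after a cyclic loess and 51.1% after a median centring of the arrays. As a group, the 11 measured genes of the cytosolic heat shock response, which encode chaperones, fell (median -0.55, adjusted p = 0.00012 from camera), with adjusted p = 0.21 with an estimated correlation. None of them passed over all genes, and 3 were lower when adjusted over the list alone, among them hsp-70 with a log2 fold change of -1.35 (adjusted p over all genes = 0.597) and hsp-16.2 with -1.28 (adjusted p = 0.678). The 169 cuticle collagen genes (median 0.20, adjusted p = 1e-05), the 30 moulting genes (median 0.23, adjusted p = 0.00057) and the 30 genes of fat metabolism (median 0.17, adjusted p = 0.00057) rose as groups by camera, each with adjusted p = 0.78 with an estimated correlation. Adjusted over the list alone, 2 genes of fat metabolism and no collagen or moulting gene were higher, and over all genes none was. Before adjustment 14 collagen genes were higher and 1 lower at p under 0.05. C35A5.3 did not pass without either control array, any of the 3 tryptophan-betaxanthin arrays or the first methyl ester array, with a log2 fold change of 1.85 to 2.02 when single arrays were left out. After cyclic loess it did not pass either (adjusted p = 0.052). The genes ugt-3, folt-2 and C23G10.11 passed with the trial number as a block (adjusted p = 0.026, 0.037 and 0.013), and with only the arrays of the groups compared these 3 passed as well (adjusted p = 4.3e-07, 0.0016 and 0.00054), as did gst-35 (adjusted p = 0.0011), C15C6.5 (adjusted p = 0.0091), T20F10.9 (adjusted p = 0.0025), hsp-70 (adjusted p = 0.0028) and hsp-16.2 (adjusted p = 0.0084). The count of probe sets was 9 with the block, 793 with only the groups compared and 177 with array weights. It was 4, 10 and 11 without the first benzyl ester, the third benzyl ester and the third methyl ester array, 0 without either control, the first or second tryptophan-betaxanthin or the first methyl ester array, and 136 without the third trial, an alternative chosen after seeing the data.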

Tryptophan-betaxanthin supplementation to *C. elegans* produced alterations in 2079 genes; 1217 of them were down-regulated, while the rest were up-regulated (Figure 3A). 

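Both ester derivatives raised genes of the cytochrome P450 and UDP-glucuronosyltransferase families. The gene cyp-35A2, which encodes a cytochrome P450, had a log2 signal of 6.69 ± 0.47 (SD, n = 3) with the methyl ester, 6.12 ± 0.54 (SD, n = 3) with the benzyl ester and 3.36 ± 0.01 (SD, n = 2) in the controls. Its log2 fold changes were 3.33 (standard error 0.33, adjusted p = 0.00724 from limma) and 2.76 (standard error 0.33, adjusted p = 0.00637 from limma), in that order of the esters. The gene cyp-35B1, of the same family, rose by 2.46 (adjusted p = 0.0146) and 2.13 (adjusted p = 0.0147) log2 units. The gene far-3, which encodes a fatty acid and retinol binding protein, rose by 2.71 (adjusted p = 0.00635) and 1.88 (adjusted p = 0.0119). Of the 74 measured cytochrome P450 genes, 5 were higher with the methyl ester and 6 with the benzyl ester, and none was lower (11 and 10 higher when adjusted over the list alone). The medians were 0.17 (adjusted p = 1.1e-07 from camera) and 0.21 (adjusted p = 3.5e-06), with adjusted p = 0.061 and adjusted p = 0.067 with an estimated correlation. Of the 67 UDP-glucuronosyltransferase genes, whose enzymes conjugate foreign compounds, 2 and 3 were higher and none lower (12 higher and 1 lower, and 8 higher and 1 lower, when adjusted over the list alone), with medians of 0.25 (adjusted p = 8.1e-07) and 0.30 (adjusted p = 2.6e-07). For this list, too, the estimated correlation gave adjusted p = 0.061 and adjusted p = 0.067. With fry, a test of each list by itself that keeps the correlation of its genes, both lists passed with each ester. The adjusted p was 0.0035 and 0.0062 for the cytochrome P450 list and 0.0076 and 0.0062 for the UDP-glucuronosyltransferase list. With the esters combined against the control, both lists passed also with an estimated correlation (adjusted p = 0.041 for each). With the trial number as a block the cytochrome P450 list no longer did (adjusted p = 0.09), and the UDP-glucuronosyltransferase list did (adjusted p = 0.044), as it did for the benzyl ester alone (adjusted p = 0.049). With the block 8 and 9 UDP-glucuronosyltransferase genes were higher over all genes (18 higher and 1 lower, and 21 higher and 3 lower, over the list alone). Of the 30 genes of fat metabolism, 1 was higher with the methyl ester and 2 with the benzyl ester (7 and 3 when adjusted over the list alone), with medians of 0.34 (adjusted p = 1.4e-07, and adjusted p = 0.38 with an estimated correlation) and 0.20 (adjusted p = 0.0017, and adjusted p = 0.47 with an estimated correlation). With the block 3 were higher with each ester. The camera call for the benzyl ester was lost without the third benzyl ester array (adjusted p = 0.29) and without the third trial (adjusted p = 0.46). With the methyl ester, the infection response gene irg-4 had the largest change of the genes named here (log2 fold change of 3.93, standard error 0.49, adjusted p = 0.0179), T16G1.6 rose by 2.76 (adjusted p = 0.00103) and ugt-5 by 2.20 (adjusted p = 0.0132). With the benzyl ester, R09E12.9 rose by 4.34 (standard error 0.73, adjusted p = 0.0373), folt-2 by 3.27 (adjusted p = 0.0019), C35A5.3 by 3.07 (adjusted p = 0.000305) and cyp-13B1 by 1.36 (adjusted p = 0.00165). W06H8.2 fell with both, by 1.76 (adjusted p = 0.0108) and by 2.04 (adjusted p = 0.00182). The glutathione S-transferase genes gst-12, gst-4 and gst-30 fell with the benzyl ester, by 2.00 (adjusted p = 0.0158), 1.18 (adjusted p = 0.0301) and 0.91 (adjusted p = 0.03). In all, 60 probe sets were higher and 9 lower than in the control with the methyl ester (69), and 121 were higher and 30 lower with the benzyl ester (151). At an unadjusted p under 0.05 the counts were 2208 higher and 2176 lower, and 2198 higher and 1891 lower. The shares of higher ones were 50.4% and 53.8%. They were 53.9% and 52.5% after a cyclic loess and 40.9% and 41.9% after a median centring of the arrays. Without the first or the second control array 1 and 0 probe sets passed for the methyl ester and 16 and 24 for the benzyl ester, where folt-2, C35A5.3, cyp-13B1 and W06H8.2 passed with any single array left out. Without the tryptophan-betaxanthin arrays of trials 1, 2 and 3 in turn, 19, 17 and 28 probe sets passed for the methyl ester and 77, 71 and 78 for the benzyl ester. The methyl ester count was 27 and 135 without its first and second array and 42 and 120 without the second and the third benzyl ester array. The benzyl ester count was 61 without its second array and 97, 227 and 726 without the first, second and the third methyl ester array. With only the arrays of the groups compared, limma called 0 probe sets for either ester (4122 and 3753 at an unadjusted p under 0.05), which ends the calls of all genes named here, with adjusted p from 0.051 for irg-4 to 0.2 for cyp-35B1 with the methyl ester and from 0.054 for folt-2, C35A5.3 and gst-12 to 0.19 for R09E12.9 with the benzyl ester. With the trial number as a block the counts were 319 and 343, and without the third trial, an alternative chosen after seeing the data, 616 and 1455.

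**Figure D1:**
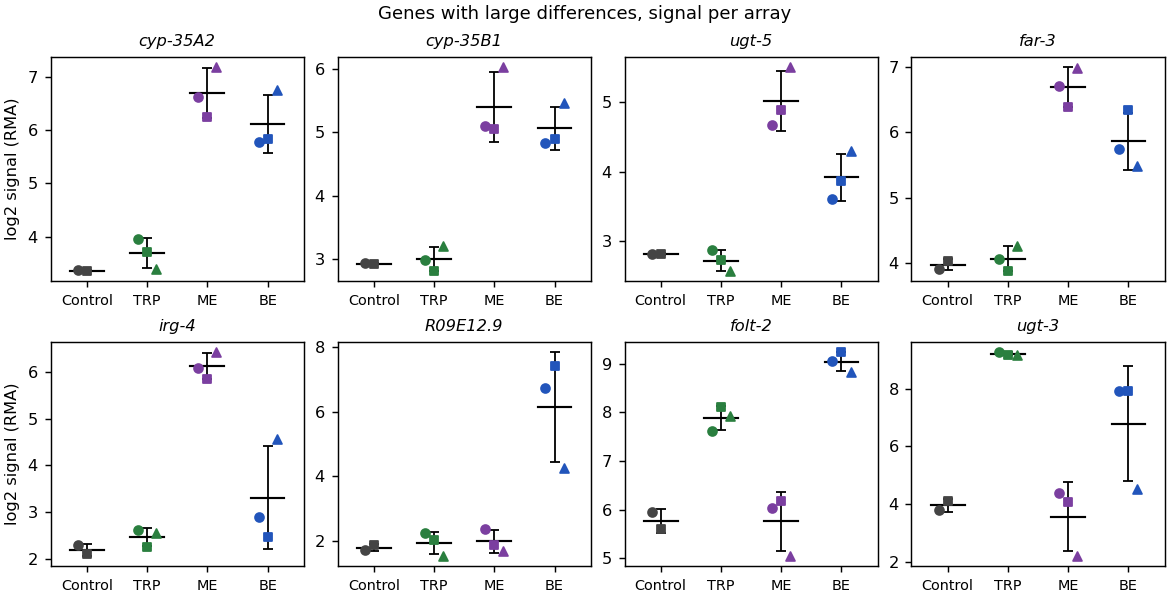
Log2 signal (RMA) of 8 genes in each of the 11 arrays, by treatment. Circles, squares and triangles are trials 1, 2 and 3, bars are means and error lines the SD. cyp-35A2 has means of 6.69 with the methyl ester and 6.12 with the benzyl ester against 3.36 in the control, and ugt-3 is highest with tryptophan-betaxanthin (9.23).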

The ester derivates had similar effects on mRNA expression, tryptophan-benzyl ester-betaxanthin altered 3712 genes, while tryptophan-methyl ester-betaxanthin modified the expression of 3841 genes. Principal component analysis (PCA) was used to visualize the distance association among the twelve samples according to the changes in expression. The PCA score plot indicates a clear separation between the control and the treatment samples (Figure 3B). 

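Along the first component, the 2 control arrays lay nearest to the tryptophan-betaxanthin arrays of the first and second trials, while the third tryptophan-betaxanthin array lay among the ester arrays of the first and second trials. The arrays farthest out were those of the third trial with the methyl ester and the benzyl ester. Relative to the other trials of the same ester, these arrays had lower yolk protein (vitellogenin) genes, with median log2 shifts of -1.63 and -2.53, lower oocyte and eggshell genes, with -1.36 and -0.92, and lower sperm genes, with -1.03 and -0.90. Their moulting genes were higher, with median shifts of 0.47 and 0.50, while cytochrome P450 genes had shifts of 0.06 and 0.02. The third tryptophan-betaxanthin array had smaller shifts of the same sign, -0.27 for vitellogenins, -0.26 for oocyte genes and 0.18 for moulting genes. The first component held 52.8% of the variance over all tested probe sets, and the second 17.5%. Scores on the first component were -34.6 and -32.8 for the controls, -28, -29.4 and -7.24 for tryptophan-betaxanthin, 5.89, -3.23 and 68.4 for the methyl ester and -9.11, 9.42 and 60.7 for the benzyl ester. On the second component the scores were 4.73 and 2.39 for the controls, -14.9, -24.1 and -28.5 for tryptophan-betaxanthin, 21.8, 3.03 and -3.12 for the methyl ester and 22.9, 34.1 and -18.2 for the benzyl ester. Over all probe sets, the ratio of the variance between control and treated arrays to that within them (pseudo-F) was 1.7 (exact permutation test, one-sided p = 0.091), a value reached by 5 of the 55 possible splits of the arrays into 2 and 9. Among the 16 splits that set apart 1 array of each of the first and second trials, chosen after seeing the data, the real one had the highest value (exact permutation p = 0.062, the smallest these splits allow), and the next was 1.56. The mean squared distance between arrays was 2470 from control to tryptophan-betaxanthin, 5700 to the methyl ester and 5910 to the benzyl ester, against 847 between the controls, 1760 within tryptophan-betaxanthin, 4580 within the methyl ester and 5590 within the benzyl ester (in squared log2 units).

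**Figure D2:**
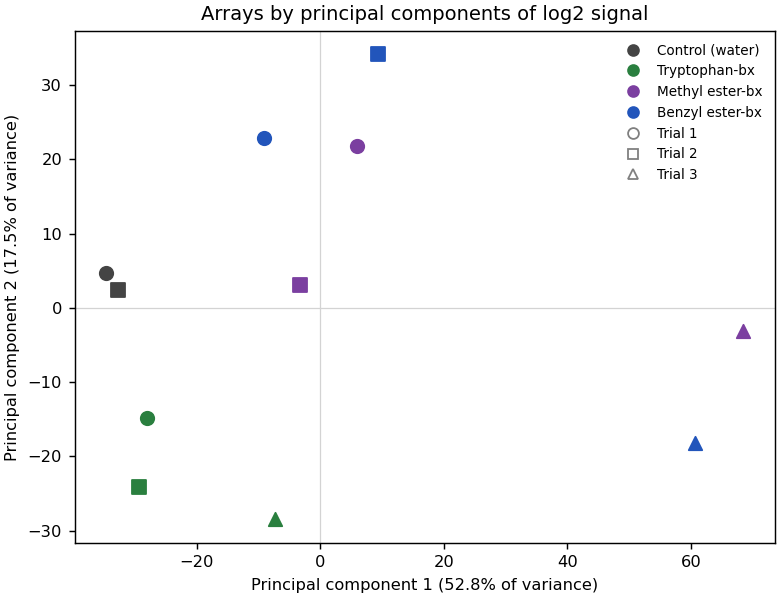
Scores of the 11 arrays on the first (52.8% of the variance) and second (17.5%) principal components of the log2 signal over 26761 probe sets, by treatment and trial. The third-trial arrays of the methyl ester (68.4) and the benzyl ester (60.7) lie farthest along the first component.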

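The animals given the methyl ester derivative and those given the benzyl ester derivative differed in a set of genes, among them enzymes of fatty acid, sulfur and propionate metabolism. The gene fat-7, a stearoyl-CoA desaturase gene, had a log2 signal of 8.34 ± 0.07 (SD, n = 3) with the methyl ester and 6.26 ± 0.53 (SD, n = 3) with the benzyl ester, a difference of 2.07 log2 units (standard error 0.25, adjusted p = 0.0112 from limma). The gene cysl-2, a cysteine synthase family gene induced in hypoxia, was higher with the methyl ester by 1.31 (standard error 0.16, adjusted p = 0.0108). Against the control it was lower with the benzyl ester (-1.42, adjusted p = 0.00717 from limma) and little changed with the methyl ester (-0.12, adjusted p = 0.78). With only the arrays of the benzyl ester and the control the former did not pass (adjusted p = 0.089). The gene acdh-1, an acyl-CoA dehydrogenase gene of propionate breakdown, had a difference of -0.99 (standard error 0.14, adjusted p = 0.0271), and the transporter gene folt-2 of -3.28 (standard error 0.27, adjusted p = 0.00139), both higher with the benzyl ester. C35A5.3 differed in the same direction by -2.22 (adjusted p = 0.000875), and it and folt-2 were chosen here after their values were seen. Of the 12 genes of the response to hypoxia and hydrogen sulfide, 1 was higher with the methyl than with the benzyl ester and none lower (4 when adjusted over the list alone), with a median difference of 0.19 (adjusted p = 6.3e-06 from camera, and adjusted p = 0.56 with an estimated correlation). Against the control this list passed with neither the methyl (median 0.14, adjusted p = 0.18 from camera) nor the benzyl ester (median -0.14, adjusted p = 0.19). Collagen genes, with a median of 0.18 (adjusted p = 6.3e-06), histone genes, with 0.15 (adjusted p = 0.013), and genes of fat metabolism, with 0.09 (adjusted p = 0.036), were also higher as groups with the methyl ester (adjusted p = 0.86 to 0.89 with an estimated correlation). None of these calls held without the first benzyl ester array (adjusted p = 0.11, 0.5 and 0.64). In total 10 probe sets were higher with the methyl ester and 30 with the benzyl ester (24 to 54 passed with single arrays left out, 54 without the third benzyl ester array and 24 without the second, and 63 with the trial number as a block in the fit). The genes cysl-2, folt-2 and C35A5.3 passed with any array left out, fat-7 did not without the first or second methyl ester or the first benzyl ester array (adjusted p up to 0.07), and acdh-1 passed only without the first benzyl ester array (adjusted p up to 0.13). With only the arrays of the 2 esters in the fit, 1 probe set passed (722 at an unadjusted p under 0.05), and none of these genes did (adjusted p = 0.38 for cysl-2, 0.24 for fat-7, 0.57 for acdh-1 and 0.11 for folt-2 and C35A5.3). Between the group means, the squared distance was 1030 from the methyl to the benzyl ester, against 3330 and 3290 from tryptophan-betaxanthin to the methyl and to the benzyl ester (in squared log2 units over all probe sets). Without the third trial, an alternative chosen after seeing the data, these distances were 1420, 2610 and 3480. The pseudo-F of the esters against tryptophan-betaxanthin was 3.17 (exact permutation test, one-sided p = 0.048, 4 of 84 splits, and p = 0.037, 1 of the 27 splits within trials, chosen after seeing the data), and that between the esters was 0.61 (exact p = 0.5, where 0.1 is the smallest p that 3 arrays against 3 allow).

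**Figure D3:**
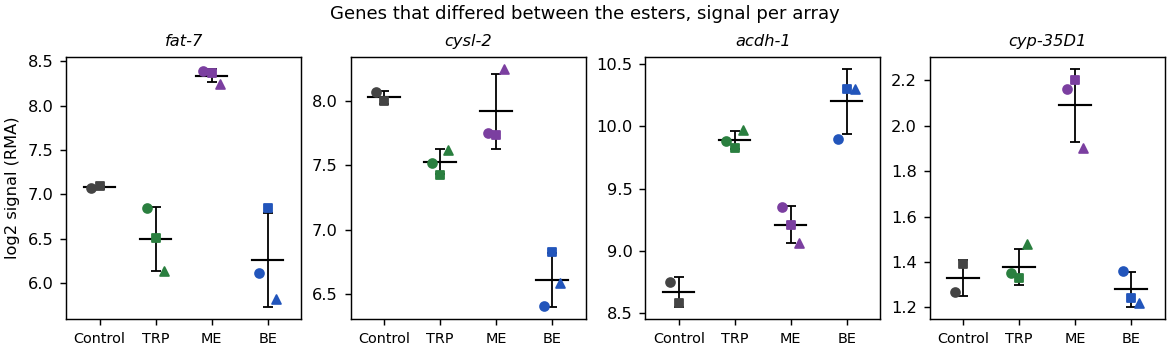
Log2 signal (RMA) of fat-7, cysl-2, acdh-1 and cyp-35D1 in each array, by treatment. Circles, squares and triangles are trials 1, 2 and 3, bars are means and error lines the SD. fat-7 has means of 8.34 with the methyl ester and 6.26 with the benzyl ester.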

Interestingly, the benzyl and methyl ester derivates are closer in the PCA plot, thus suggesting a common effect linked to the common structural feature. Moreover, as the Venn diagram (Figure 3C) reflects, the worms treated with these molecules showed more altered genes in common (1904) among them than with the tryptophan-betaxanthin. 

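The methyl and the benzyl ester had more altered genes in common than either had with tryptophan-betaxanthin. With the esters combined against the control, cyp-35C1, a cytochrome P450 gene, rose by 1.63 (adjusted p = 0.00345 from limma) and wrt-10, a hedgehog-related gene of the moulting list, by 1.49 (adjusted p = 0.0431). The glutathione S-transferase gene gst-12 fell by 1.78 (adjusted p = 0.0199) and coh-3, a meiotic cohesin gene, by 0.96 (adjusted p = 0.045). None of these 4 genes passed without the first or without the second control array. The calls of wrt-10 and coh-3 were also lost without any of the tryptophan-betaxanthin arrays, the first methyl ester array or the second benzyl ester array, and that of coh-3 without the third benzyl ester array. In limma, wrt-10 did not pass after a cyclic loess either (adjusted p = 0.053), nor coh-3 with an intensity trend and a robust prior (adjusted p = 0.065). When only the groups compared were fitted, cyp-35C1 passed (adjusted p = 0.045), and gst-12 (adjusted p = 0.11), coh-3 (adjusted p = 0.15) and wrt-10 (adjusted p = 0.17) did not. Tested for each ester, coh-3 did not pass (adjusted p = 0.0657 and 0.11), although with the methyl ester it did with the trial number as a block (adjusted p = 0.028), with array weights (adjusted p = 0.0065) and without the third trial (adjusted p = 0.013), the last an alternative chosen after seeing the data. At an unadjusted p under 0.05, 2511 probe sets were altered in the same direction by the methyl and the benzyl ester, 1279 higher and 1232 lower, and 6 in opposite directions. They make up 57.3% of the probe sets altered by the methyl ester and 61.4% of those altered by the benzyl ester. Tryptophan-betaxanthin shared 444 with the methyl ester (208 higher, 236 lower) and 454 with the benzyl ester (224 higher, 230 lower), and 326 were altered in the same direction by the 3 compounds. All comparisons use the same 2 control arrays, which alone makes their fold changes go together. In 100 simulations with no change in any group, the methyl and the benzyl ester shared a mean of 398 probe sets (at most 458), and tryptophan-betaxanthin shared 400 with the methyl ester (at most 455) and 401 with the benzyl ester (at most 454). The simulated fold changes correlated at 0.6 in each pair, as with the same spread in every group. The real controls lay closer together, with a mean squared distance of 847 against 1760, 4580 and 5590 within the compounds. So the simulations can overstate what the shared controls add. They do not show that the 444 and 454 come from the controls alone. Past the adjusted threshold, the esters had 37 probe sets in common, and tryptophan-betaxanthin had 0 in common with the methyl ester and 1 with the benzyl ester. Without the first or the second control array the esters shared 1105 and 1086. Without the same arrays tryptophan-betaxanthin shared 246 and 275 with the methyl ester and 265 and 282 with the benzyl ester, and without the third benzyl ester array it shared 770 with the methyl ester. Without the third trial, an alternative chosen after seeing the data, these overlaps were 2760, 999 and 846.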

The ester derivate-treated animals showed a down-regulation of the key genes of the mTOR pathway, such as *rict-1* and *daf-15* (Figure 3D), when compared with those of the control animals. 

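rict-1 and daf-15, which encode the RICTOR and RAPTOR subunits of the mTOR complexes, had lower mean signals with both esters, by up to 1.33-fold, and every array of the esters lay below both control arrays. The log2 signal of rict-1 was 3.77 ± 0.09 (SD, n = 3) with the methyl ester, 3.64 ± 0.001 (SD, n = 3) with the benzyl ester and 4.06 ± 0.11 (SD, n = 2) in the controls. These are log2 fold changes of -0.29 (standard error 0.14, adjusted p = 0.334 from limma) and -0.42 (standard error 0.14, adjusted p = 0.217 from limma). The log2 signal of daf-15 was 5.25 ± 0.04 (SD, n = 3) with the methyl ester, 5.32 ± 0.07 (SD, n = 3) with the benzyl ester and 5.51 ± 0.02 (SD, n = 2) in the controls. Its log2 fold changes were -0.26 (standard error 0.09, adjusted p = 0.222 from limma) and -0.19 (standard error 0.09, adjusted p = 0.345 from limma). No adjusted p passed the threshold. For each gene and ester, an exact permutation test of 3 arrays against 2 gave a two-sided p of 0.1, the smallest it allows, while the unadjusted p from limma was 0.065 and 0.014 for rict-1 and 0.015 and 0.059 for daf-15, with the methyl ester first. The esters were not distinguishable in either gene, with a difference (methyl minus benzyl) of 0.13 for rict-1 (95% interval -0.15 to 0.41) and -0.07 for daf-15 (95% interval -0.25 to 0.10).

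**Figure D4:**
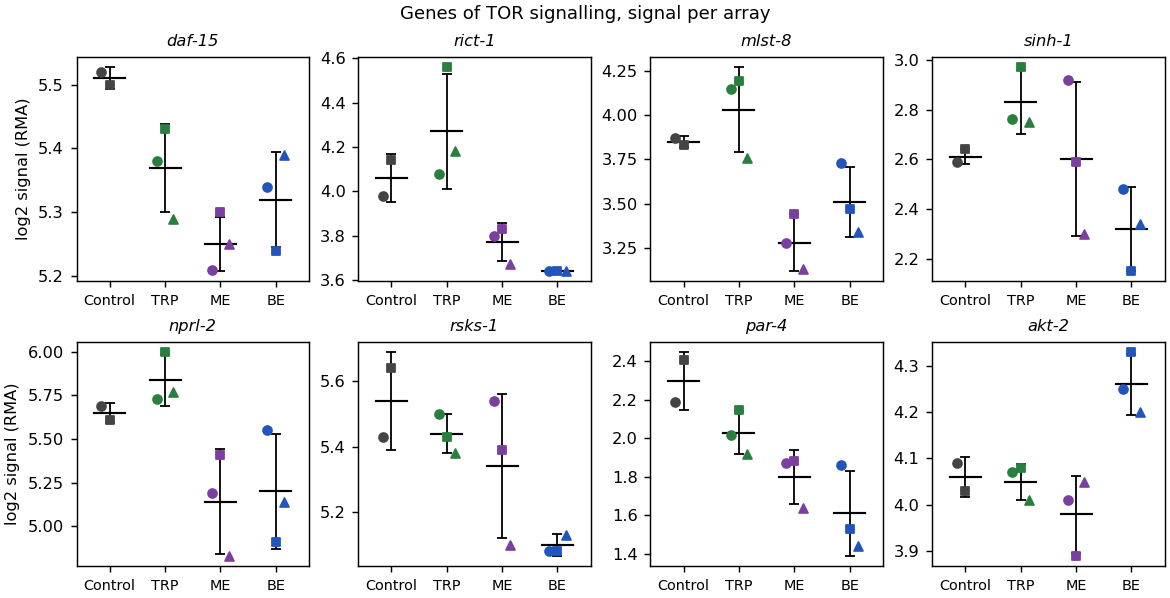
Log2 signal (RMA) of 8 genes of the TOR pathway in each array, by treatment. Circles, squares and triangles are trials 1, 2 and 3, bars are means and error lines the SD. rict-1 has means of 3.77 and 3.64 with the methyl and the benzyl ester against 4.06 in the control.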

The clustering analysis of the heatmap also showed more similarities in gene expression between the esters (Figure 3F) than with tryptophan-betaxanthin and the control samples.

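Genes of the germline had lower signals in the animals given either ester than in the controls, while the lists of moulting, neuron and intestine genes rose as groups by camera in the same comparisons. With an estimated correlation none of these 3 lists passed (adjusted p = 0.38 for the methyl ester and 0.42 to 0.46 for the benzyl ester). The 22 oocyte and eggshell genes had median log2 fold changes against the control of -1.09 with the methyl ester (adjusted p = 1.5e-08 from camera) and -1.25 with the benzyl ester (adjusted p = 1.5e-11). The 51 sperm genes had -0.73 (adjusted p = 4e-12) and -0.78 (adjusted p = 1.2e-12), and the 25 meiosis genes -0.82 (adjusted p = 5.3e-12) and -0.74 (adjusted p = 6e-10). The 16 germ granule genes had -0.79 (adjusted p = 7.3e-08) and -0.80 (adjusted p = 3.4e-09). The 34 genes of DNA replication and mitosis had -0.46 (adjusted p = 3.1e-11) and -0.56 (adjusted p = 2.6e-13), and the 20 genes of germline stem cell fate -0.32 (adjusted p = 0.00015) and -0.41 (adjusted p = 3.1e-05). With an estimated correlation the germline calls were lost, with adjusted p = 0.38 to 0.42 for the methyl ester and adjusted p = 0.4 to 0.42 for the benzyl ester. With fry none of the germline lists passed (adjusted p = 0.088 to 0.18 for the methyl and 0.12 to 0.2 for the benzyl ester). No gene of these lists passed over all genes in either ester in the main fit. In a fit with the trial number as a block, the meiosis gene coh-3 passed for the methyl ester (adjusted p = 0.028) and for the benzyl ester the cyclin gene cyb-1 (adjusted p = 0.029), the eggshell gene perm-4 (adjusted p = 0.049) and the sperm gene msp-19 (adjusted p = 0.034), named after their values were seen. Adjusted over the list alone, 10 and 13 germ granule genes, 4 and 3 meiosis genes, 3 and 16 replication and mitosis genes, 0 and 15 oocyte genes and 2 and 0 stem cell genes were lower, no sperm gene passed, and none was higher. With the block 13 meiosis genes and 2 sperm genes were lower over the list alone with the methyl ester, and 20 oocyte genes and 2 sperm genes with the benzyl ester. At an unadjusted p under 0.05, 12 and 20 of the oocyte genes were lower. The gene gld-1, whose product blocks germ cell proliferation and which is knocked down in all groups, had log2 fold changes of -0.72 (adjusted p = 0.376 from limma) and -1.31 (adjusted p = 0.167), puf-5, a regulator of oocyte development, of -0.98 (adjusted p = 0.233) and -1.36 (adjusted p = 0.134). With array weights both passed for the benzyl ester (adjusted p = 0.019 and 0.017). The third-trial ester arrays, which lie apart from the others, had lower oocyte, sperm and meiosis genes than the other arrays of the same ester. Without the third trial, an alternative chosen after seeing the data, the oocyte medians were -0.62 (adjusted p = 2.5e-08) and -0.92 (adjusted p = 2.2e-14) and the sperm medians -0.42 (adjusted p = 4.4e-17) and -0.42 (adjusted p = 1e-15). Over all genes 1 meiosis and 2 sperm genes were then lower with the methyl ester, and 9 replication and mitosis, 9 oocyte, 14 sperm, 4 stem cell, 3 germ granule and 3 meiosis genes with the benzyl ester. In average-linkage clustering of the arrays over all probe sets, the first division set the third-trial arrays of both esters apart from the other 9 arrays, and the next parted the other 4 ester arrays from the controls and tryptophan-betaxanthin. Among the group means, the methyl and the benzyl ester joined first (distance 32.1), then the control and tryptophan-betaxanthin (40.8), and the pairs joined at 60.

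**Figure D5:**
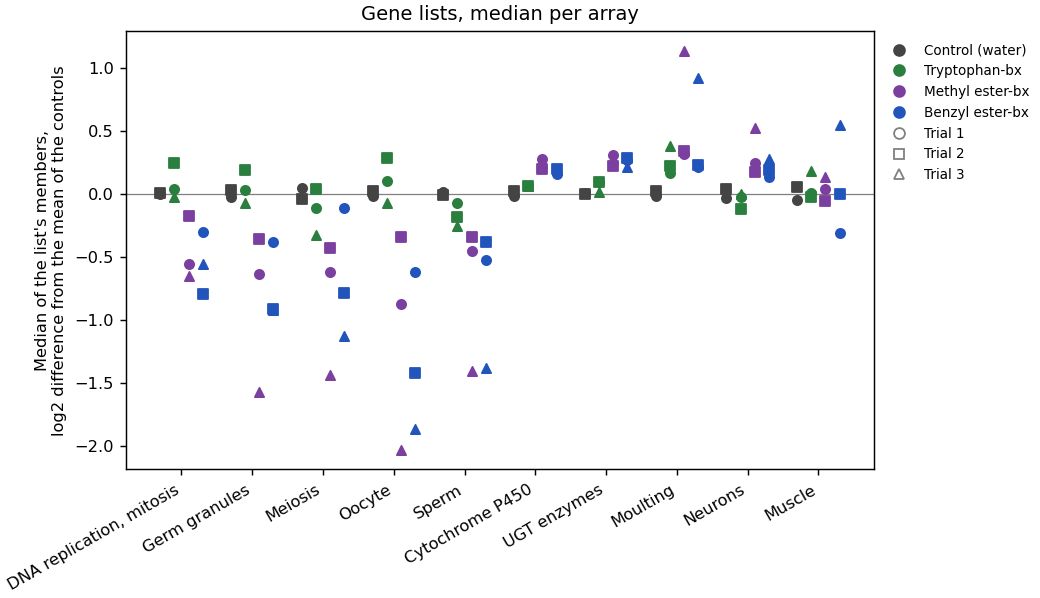
Median log2 difference from the control mean over the genes of 10 lists, for each array. Circles, squares and triangles are trials 1, 2 and 3. The oocyte list has group medians of -1.09 with the methyl ester and -1.25 with the benzyl ester against the control.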

## 3. Discussion

Novel betaxanthins have been produced using L-tryptophan-betaxanthin as a lead molecule with a proven antitumoral capacity. These novel pigments have been biotechnologically produced and purified, and their properties have been characterized. When comparing 5-hydroxy-L-tryptophan-betaxanthin with L-tryptophan-betaxanthin, the former showed a shorter retention time, with around a five min shift, thus reflecting the lower affinity for the C-18 column matrix due to the higher hydrophilic nature of the novel molecule. However, all the other molecules showed longer retention times, corresponding to a more hydrophobic nature (Figure 1 and Table 1).

Color is one of the most important properties of natural betalains since they are plant pigments present in flowers and stems. The marked differences in color in closely similar structures, such as those containing fluorine or bromine, are noteworthy. They present differences in molar absorptivity coefficients, as also occurs with the derivatives in which the carboxylic group of the tryptophan moiety forms an ester. This shows the great influence that the nature of the functional groups has on the spectroscopic properties of the molecule (Figure S2 and Table 2).

These rationally designed betalains have been assayed in vivo in the tumoral animal model *C. elegans* (JK1466), showing a significant reduction in the size of the tumoral gonads for all of them (Figure 2 and Table S1). The structural modifications of the lead molecule, tryptophan-betaxanthin, either enhance or preserve the antitumoral effect reported previously for it [24]. The most effective molecules were L-tryptophan methyl ester-betaxanthin and L-tryptophan-benzyl ester-betaxanthin, the first betalains with ester functionalization, which were able to reduce the tumoral size by 43.0 and 42.6%, respectively. L-Tryptophan-betaxanthin, D-tryptophan-betaxanthin, and the racemic mixture DL-tryptophan-betaxanthin showed similar results, indicating that the configuration of the anomeric carbon did not influence the antitumoral activity and obtaining equivalent results to those of the lead molecule described in our previous study [24]. It is expected that the other two racemic mixtures, 5-bromo-DL-tryptophan-betaxanthin and 5-fluoro-DL-tryptophan-betaxanthin, would display similar results if their chiral isomers could be resolved and screened in an independent way.

The two most effective molecules described in this study present an ester group in their structure, being the only two structures assayed with this feature. These molecules present the carboxylic group of the tryptophan amino acid derivatized by the other substructures, such as a benzyl ester and a methyl ester group (Figure 1). Betalains esterification is an unexplored field in the bibliography, and these two betaxanthins are unique in their class.

The collected data seem to indicate that these modifications in the structure of tryptophan-betaxanthin could be relevant in the binding affinities between betaxanthin and the different targets involved in the cancer disease and in the interactions with the receptors or proteins, such as the Sirt1 protein, FTO protein, and PPARs [22,23,36].

The recent studies have used the same *C. elegans* tumoral model (JK1466 strain) to study the anticancer activity of some de novo designed metallodrugs [37,38]. These are chemical complexes analogous to cisplatin, where Platinum is substituted by novel metals. Cisplatin is one of the most used chemotherapeutic drugs for treating solid tumors in humans, although it has serious side effects, including kidney damage and hearing loss. The results in the same strain of *C. elegans* showed that cisplatin reduced the tumor size by 28.1 and 48.9% at 10 and 100 µM, respectively, indicating the response to drugs of clinical use and the suitability of the *C. elegans* model to test novel anti-tumoral candidate compounds [37]. Among the complexes with novel metals, the osmium(II)-arene complex called the 2a-complex showed a reduction of the tumor size by 32.3% [37] and a iridium(III) complex (OncoIr3) performed a decrease of 41.0% at its highest dose (100 μM) [38]. In comparison, the tryptophan-derived betaxanthins produced in this study reduced the tumor size by between 31.4 and 43.0%, showing similar effects to the organometallic drugs, including cisplatin.

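At the same dose and time, the esters and tryptophan-betaxanthin differed directly in detoxification and germline genes. Compared with tryptophan-betaxanthin, the esters combined had higher cyp-35A2 (log2 difference 2.72, standard error 0.25, adjusted p = 0.00315 from limma) and cyp-35C1 (1.84, adjusted p = 0.00147). They also had higher far-3 (2.20, adjusted p = 0.00297), ugt-39 (1.05, adjusted p = 0.00297) and F10D2.8 (2.14, adjusted p = 0.00136). They had lower ugt-3 (-4.06, standard error 0.74, adjusted p = 0.0206). The esters were unlike in ugt-3, with a methyl minus benzyl difference of -3.25 (adjusted p = 0.526 from limma). With the benzyl ester it was above the control by 2.84 (adjusted p = 0.219, and 0.038 with the trial number as a block). Compared with tryptophan-betaxanthin, the esters combined also had lower C15C6.5 (-3.23, adjusted p = 0.0172) and the collagen genes col-185 (-2.1, adjusted p = 0.0189) and col-40 (-1.88, adjusted p = 0.0215). Of the 34 genes of DNA replication and mitosis, 11 were lower (27 when adjusted over the list alone), with a median of -0.58 (adjusted p = 1.7e-15 from camera, and adjusted p = 0.33 with an estimated correlation). Among them were the replication helicase gene mcm-7 (-0.90, adjusted p = 0.0177) and the cyclin gene cyb-3 (-0.90, adjusted p = 0.0172). Of the 22 oocyte genes, 7 were lower (21 when adjusted over the list alone), with a median of -1.27 (adjusted p = 9.6e-12, and adjusted p = 0.33 with an estimated correlation). Among them were puf-5 (-1.48, adjusted p = 0.0207) and lin-41 (-1.28, adjusted p = 0.0214). Germ granule genes (median -0.76, 6 of 16 lower and 14 over the list alone, adjusted p = 1.6e-09), meiosis genes (-0.62, 4 of 25 lower and 9 over the list alone, adjusted p = 1.1e-08), stem cell fate genes (-0.50, 2 of 20 lower and 12 over the list alone, adjusted p = 4.4e-08) and sperm genes (-0.57, 2 of 51 lower and 2 over the list alone, adjusted p = 5.1e-08) also fell, with adjusted p = 0.3 to 0.59 with an estimated correlation. More of these genes were lower over all genes with the trial number as a block, 20 of replication and mitosis, 21 oocyte, 12 germ granule, 13 meiosis, 10 stem cell fate and 22 sperm genes. Over the list alone 33 sperm genes were then lower and 1 higher, and 20 meiosis genes were lower. Higher as groups were the neuron genes (median 0.33, 4 of 24 higher and 9 over the list alone, adjusted p = 1e-05, and adjusted p = 0.33 with an estimated correlation). So were the cytochrome P450 genes (0.17, 12 higher and 1 lower, 17 and 2 over the list alone, adjusted p = 1.9e-05) and the UDP-glucuronosyltransferase genes (0.21, 6 higher and 1 lower, 9 and 1 over the list alone, adjusted p = 3.8e-05), the last pair with adjusted p = 0.14 with an estimated correlation. With the block 10 neuron and 13 UDP-glucuronosyltransferase genes were higher over all genes. With fry, replication and mitosis (adjusted p = 0.015), oocyte (0.033), germ granule (0.027) and stem cell fate genes (0.015) passed. Meiosis (adjusted p = 0.079 from fry) and sperm genes (0.24) did not. The cytochrome P450 (adjusted p = 0.0023 from fry) and UDP-glucuronosyltransferase genes (0.0064) passed. Over all genes, 1031 probe sets were higher and 706 lower with the esters. The share of higher ones was 59.4%, and it fell below 50% after a cyclic loess (46.4%) or a median centring of the arrays (43.1%). Without the first, second or the third tryptophan-betaxanthin array 78, 11 and 220 probe sets passed, and cyp-35A2, cyp-35C1, F10D2.8, far-3 and ugt-39 were the genes named here that passed without any single array. The count was 697 without either control array and with only the groups compared, 668 and 868 without the first methyl and the second benzyl ester array, 2875 without the second methyl ester array, and 4506 with the trial number as a block in the fit. Without the third trial, an alternative chosen after seeing the data, 3083 probe sets passed. Against the control, tryptophan-betaxanthin had medians of 0.11 for oocyte, 0.08 for replication and mitosis, 0.05 for stem cell fate and 0.03 for germ granule genes (adjusted p = 0.21 to 0.63 from camera). Those of meiosis and sperm genes were -0.11 (adjusted p = 0.22) and -0.17 (adjusted p = 0.019). With the block the oocyte, germ granule and stem cell fate lists passed there. Without the third trial stem cell fate and replication and mitosis did.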

About microarrays analyses, the mechanism of action (MOA) of tryptophan esters-betaxanthins might be, in essence, different to the MOA of the lead molecule tryptophan-betaxanthin, although their structures are similar. The ester derivates were able to down-regulate the genes of the mTOR pathway, such as *rict-1* and *daf-15* (Figure 3D, Figures S3 and S4), the *C. elegans* orthologs to the human RICTOR and RAPTOR, respectively. Indeed, the analysis of the differential gene expression of the JK1466 strain and N2 wild-type strain showed several genes up-regulated in the tumoral strain (Figure S5), namely *daf-15*, *sinh-1*, and *mlst-8* (C10H11.8). mTOR forms two multiprotein complexes mTORC1 and mTORC2 when it is associated with the RAPTOR or RICTOR proteins, respectively. Thus, the antitumoral effect of tryptophan benzyl ester-betaxanthin and tryptophan methyl ester-betaxanthin could be explained due the down-regulation of the m-TOR signaling pathway. 

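The core subunits of the 2 TOR complexes, a list of let-363, daf-15, rict-1, sinh-1 and mlst-8, were lower as a group with both esters. The 5 genes had a median log2 fold change of -0.26 with the methyl ester (adjusted p = 0.026 from camera) and of -0.29 with the benzyl ester (adjusted p = 0.0092). With an estimated correlation, adjusted p = 0.38 and adjusted p = 0.4, and with fry, adjusted p = 0.088 and adjusted p = 0.12. None of the 5 passed over all genes, and 2 and 0 were lower when adjusted over the list alone (2 and 1 at an unadjusted p under 0.05). The former are mlst-8 (adjusted p over the list = 0.031) and daf-15 (adjusted p over the list = 0.036), and with the trial number as a block or without the third trial only mlst-8 passed (adjusted p over the list = 0.018 and 0.017). In the same whole-animal arrays the medians of the 6 germline lists were lower than this one with both esters. No difference between the methyl and the benzyl ester was detected in this list, with a median difference of 0.06 (adjusted p = 0.83 from camera). For mlst-8, the subunit that both complexes share, the difference between the esters was -0.23 (95% interval -0.55 to 0.10). With the methyl ester the call was lost without the second control array (adjusted p = 0.066) or the third methyl ester array (adjusted p = 0.073), after a cyclic loess of the arrays (adjusted p = 0.078) and without the third trial (adjusted p = 0.087), an alternative chosen after seeing the data. With the benzyl ester it was lost without the second benzyl ester array (adjusted p = 0.055).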

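In the wider list of TOR signalling, whose 31 measured genes also include upstream regulators and targets, fold changes with the esters went both ways. With the methyl ester the list had a median log2 fold change of 0.005 and a mean of -0.004 (adjusted p = 0.44 from camera), and with the benzyl ester a median of -0.09 and a mean of -0.06 (adjusted p = 0.19). No gene of the list passed over all genes with either ester, and 0 and 1 were lower when adjusted over the list alone. Before adjustment, with p under 0.05, 2 genes were higher and 6 lower with the methyl ester, and 3 were higher and 5 lower with the benzyl ester. The mean of the methyl ester changed sign with small values, at 0.04 after a cyclic loess or without the first methyl ester array (0.03). With the benzyl ester the list was lower without the third benzyl ester array (mean -0.14, adjusted p = 0.016) and without the third trial (adjusted p = 0.035), the latter an alternative chosen after seeing the data. From genes such as rict-1 and daf-15 that were lower with the esters, and from its pathway figures, the paper proposes that their antitumoral effect could be explained by a down-regulation of mTOR signalling. It also cites higher daf-15, sinh-1 and mlst-8 in the tumoral than in the wild-type strain, a comparison that was not analysed here.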

As opposed to the ester derivates, tryptophan-betaxanthin supplementation caused limited alterations in the mTOR pathway. Nevertheless, its antitumoral mechanism of action seems to be related to apoptosis, as the genes encoding the caspases, *ced-3* and *csp-1*, are up-regulated (Figure 3D). 

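With tryptophan-betaxanthin, no change in the core subunits of the TOR complexes passed the test, and rict-1 had a higher and daf-15 a lower mean than in the control. The gene rict-1 had a log2 signal of 4.27 ± 0.26 (SD, n = 3) and a log2 fold change of 0.22 (95% interval -0.10 to 0.53, adjusted p = 0.869 from limma), and daf-15 had 5.37 ± 0.07 (SD, n = 3) and -0.14 (95% interval -0.34 to 0.05, adjusted p = 0.866). Of the others, sinh-1, a subunit of the second complex, had a log2 fold change of 0.21 (adjusted p = 0.9) and mlst-8 of 0.19 (adjusted p = 0.902). The 5 core subunits had a median of 0.19 (adjusted p = 0.51 from camera) and the 31 genes of TOR signalling one of 0.10 (mean 0.08, adjusted p = 0.21), which passed after a cyclic loess of the arrays (mean 0.14, adjusted p = 0.019). None of the 31 passed in single tests, over all genes or over the list alone (1 was higher and 0 lower at an unadjusted p under 0.05). Compared directly, the esters combined had lower rict-1 (-0.57, standard error 0.11, adjusted p = 0.0221 from limma), mlst-8 (-0.64, standard error 0.13, adjusted p = 0.0251) and nprl-2, a negative regulator of the first complex (-0.67, adjusted p = 0.0407), than tryptophan-betaxanthin. In daf-15 no difference passed (-0.08, 95% interval -0.23 to 0.07, adjusted p = 0.542). In this comparison the core subunits had a median of -0.36, with 2 of 5 lower (3 when adjusted over the list alone, adjusted p = 0.0037 from camera), and TOR signalling one of -0.11, with 3 of 31 lower (3 over the list alone, adjusted p = 0.026), and with an estimated correlation adjusted p = 0.33 and adjusted p = 0.37. With fry the core subunits passed (adjusted p = 0.015) and TOR signalling did not (adjusted p = 0.074). Over the list alone 5 genes of TOR signalling were lower and 1 higher with the trial number as a block. The call of rict-1 was lost without any of the 3 tryptophan-betaxanthin arrays (adjusted p up to 0.096). That of mlst-8 was lost without the first or second of these or the first methyl ester array (adjusted p up to 0.13), and nprl-2 passed only without the second or the third methyl ester or the first benzyl ester array (adjusted p up to 0.19). With only the arrays of the groups compared rict-1 passed (adjusted p = 0.043) and nprl-2 did not (adjusted p = 0.072). The TOR signalling list did not pass without the second tryptophan-betaxanthin (adjusted p = 0.05) or the second benzyl ester array (adjusted p = 0.051).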

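With tryptophan-betaxanthin, the mean of the caspase gene csp-1 was 1.32-fold that of the control, a difference that did not pass after adjustment over all probe sets, and no change was detected in ced-3, the caspase gene that carries out programmed cell death. The log2 signal of csp-1 was 1.87 ± 0.14 (SD, n = 3) against 1.47 ± 0.03 (SD, n = 2), a log2 fold change of 0.40 (standard error 0.11, p = 0.0062, adjusted p = 0.587 from limma), with an exact permutation p of 0.1, the smallest it allows. All 3 arrays lay above both controls. Both means are below 2.28, the median of all tested probe sets. The log2 signal of ced-3 was 4.15 ± 0.18 (SD, n = 3) against 4.12 ± 0.01 (SD, n = 2), a log2 fold change of 0.03 (95% interval -0.49 to 0.54, adjusted p = 0.994 from limma), with an exact two-sided permutation p of 0.9. Without the first tryptophan-betaxanthin array, the log2 fold change of ced-3 was -0.05. The 4 caspase genes (ced-3, csp-1, csp-2 and csp-3) had a median of 0.09 (adjusted p = 0.21 from camera), with none past the threshold over all genes and csp-1 higher when adjusted over the list alone (adjusted p = 0.025). The 28 genes of cell death execution and corpse engulfment had a median of 0.04 (adjusted p = 0.59), none of them passed, over all genes or over the list alone, and 1 was higher at an unadjusted p under 0.05. Compared with tryptophan-betaxanthin, the esters combined had lower ced-3 (log2 difference -0.78, standard error 0.18, adjusted p = 0.034 from limma), csp-1 (-0.39, standard error 0.09, adjusted p = 0.034) and crn-1, a nuclease gene of cell death (-0.57, adjusted p = 0.0173). The caspases had a median of -0.41 in this comparison (2 of 4 lower, 3 when adjusted over the list alone, adjusted p = 0.026 from camera) and the cell death list one of -0.11 (3 of 28 lower, 4 over the list alone, adjusted p = 0.04), with adjusted p = 0.33 and adjusted p = 0.3 with an estimated correlation. With fry the caspases (adjusted p = 0.025) and the cell death list (adjusted p = 0.015) passed. The medians of the 6 germline lists were lower than those of the caspases and the cell death list in the same comparison. Against the control, ced-3 had log2 fold changes of -0.70 with the methyl ester (adjusted p = 0.214) and -0.82 with the benzyl ester (adjusted p = 0.16), was lower with both when adjusted over the list alone (adjusted p = 0.049 and 0.021), and passed over all genes with array weights for the benzyl ester (adjusted p = 0.027). The calls against tryptophan-betaxanthin were lost without either control array, any tryptophan-betaxanthin array or the first methyl ester array for ced-3 (adjusted p up to 0.15) and csp-1 (adjusted p up to 0.13, and also without the second benzyl ester array), and without the first or second tryptophan-betaxanthin array for crn-1 (adjusted p up to 0.1). In a fit of only the groups compared, ced-3 (adjusted p = 0.062) and csp-1 (adjusted p = 0.061) did not pass. With the trial number as a block both lists missed the threshold (adjusted p = 0.053 for each), 5 of the cell death genes were lower, and over the caspase list alone csp-1 with tryptophan-betaxanthin and ced-3 with the methyl ester did not pass. The caspases also missed it without the first tryptophan-betaxanthin (adjusted p = 0.064) or first benzyl ester array (adjusted p = 0.052), and so did the cell death list without the second (adjusted p = 0.06) or the third tryptophan-betaxanthin (adjusted p = 0.081) or the first (adjusted p = 0.051) or second benzyl ester array (adjusted p = 0.061).

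**Figure D6:**
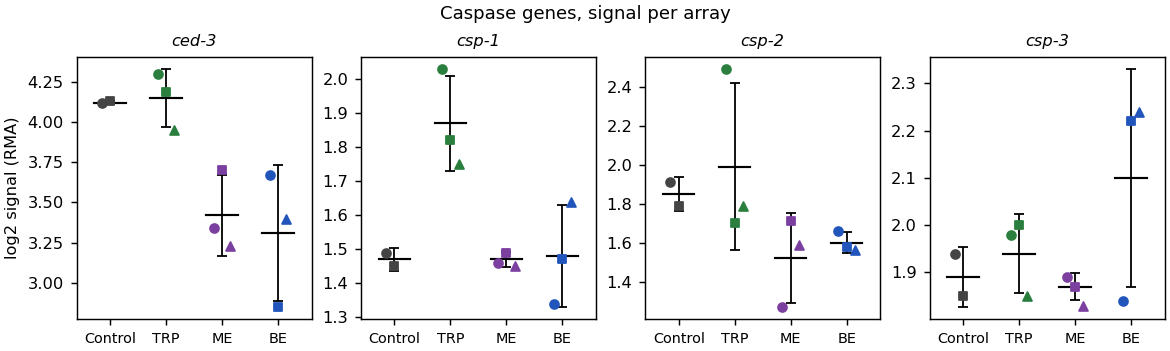
Log2 signal (RMA) of the 4 caspase genes in each array, by treatment. Circles, squares and triangles are trials 1, 2 and 3, bars are means and error lines the SD. csp-1 has a mean of 1.87 with tryptophan-betaxanthin and 1.47 in the control, and ced-3 has means of 4.15 and 4.12.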

CED-3 and CSP-1 are orthologs of the human caspases CASP3, CASP6, and CASP7 that promote apoptotic cell death. Therefore, the molecules able to rescue this loss of expression, such as tryptophan-betaxanthin, may be potential antitumoral drug candidates. Thus, microarray analysis showed that the underlying mechanism of the ester derivatives could be explained by their capacity to down-regulate the mTOR pathway.

## 4. Materials and Methods

### 4.1. Chemicals

L-tryptophan, D-tryptophan, DL-tryptophan, tryptamine, 5-hydroxy-L-tryptophan, 5-fluoro-DL-tryptophan, 5-bromo-DL-tryptophan, L-tryptophan-benzyl ester, L-tryptophan -methyl ester, serotonin, dopamine hydrochloride, 3,4-dihydroxy-L-phenylalanine (L-DOPA), sodium ascorbate, Luria-Bertani medium (LB), carbenicillin, chloramphenicol, kanamycin sulfate, and isopropyl β-D-1-thiogalactopyranoside (IPTG) were purchased from Merck KGaA (Darmstadt, Germany). Ammonium hydroxide, TRIzol, acetonitrile, and HPLC-grade water were obtained from Fisher Scientific (Leicester, UK). 

### 4.2. Production of Betalains by Cellular Factories

Tryptophan-derived betaxanthins were obtained by cellular factories. The enzyme 4,5-DOPA-extradiol-dioxygenase (DODA) from *Gluconacetobacter diazotrophicus* was expressed in *Escherichia coli*. The cells overexpressing the DODA enzyme was transferred to a reaction flask containing a solution of 7.6 mM L-DOPA or 7.6 mM dopamine hydrochloride to produce betalamic acid or decarboxy-betalamic acid [34], respectively. The bioreactors were supplemented with 10 mM sodium ascorbate to prevent oxidation. Finally, the corresponding amino acid or amine was added at 10 mM to yield tryptophan-derived betaxanthin. The bioreactors were maintained at 20 °C for 72 h.

### 4.3. Purification of Betalains

After 72 h, the bioreactors were centrifuged, and the supernatants were subjected to solid-phase extraction (SPE) in cartridges with C-18 matrices (Thermo Fisher Scientific, Waltham, MA, USA) to remove the substrates and by-products and to concentrate the obtained betaxanthin derivatives prior to individual purification procedures. The obtained molecules were eluted from the matrix with ethanol. Then, the ethanol was dried by rotary evaporation. The purification was accomplished by anion exchange chromatography using an Akta purifier (General Electric Healthcare, Milwaukee, Brookfield, WI, USA). The elutions were studied spectroscopically at 280 and 480 nm. Once the fractions were selected, SPE was performed again to remove the salt used in the purification step (NaCl). The purified pigment was frozen at −20 °C until use.

### 4.4. Absorbance Spectroscopy

To determine the molar extinction coefficients (ε) and the final concentrations of the tryptophan-derived betaxanthins, a Jasco V-650 (Easton, MD, USA) was used. The ε values were determined for all the species with an endpoint method that measures the degradation of the betaxanthin to betalamic acid or to 6-decarboxy-betalamic acid and the corresponding amino acid or amine by spectrophotometry. As a starting point, the spectrum of the novel betaxanthin in water was carried out, and then it was subjected to basic hydrolysis by adding an aqueous solution of ammonia 1:10. The degradation process was monitored for 30 min, performing cumulative spectra every 2 min. Since the molar absorptivity (ε) value of betalamic acid and 6-decarboxy-betalamic acid are known, 27,000 M^−1^·cm^−1^ and 29,000 M^−1^·cm^−1^ [34], respectively, calculations were made to obtain the ε values of the novel described betaxanthins using the values of the absorbance spectrum before and after the degradation of the pigment with ammonia. 

### 4.5. HPLC Analysis

A Shimadzu LC-10A (Kyoto, Japan) equipped with a PDA SPD-M10A detector was used to perform analytical HPLC separations. The wavelengths between 250 and 700 nm were recorded, obtaining the absorbance spectra of all the samples analyzed. Reversed-phase chromatography was carried out on a 250 × 4.6 mm Kinetex C-18 column (Phenomenex, Torrance, CA, USA) with a 5 µm particle size. The elution of the compounds was carried out by applying a linear gradient between two solvents; solvent A (initial conditions) was acidified water with 0.05% *v*/*v* TFA, and solvent B was composed of acetonitrile with TFA at 0.05%. The gradient was developed for 35 min from 0% *v*/*v* B to 35% *v*/*v* B using a flow rate of 1 mL·min^−1^, with an injection volume of 50 μL.

### 4.6. Analysis by Mass Spectrometry with Electrospray Ionization

The compounds were analyzed by mass spectroscopy in an Agilent 6220 TOF/Q-TOF MS spectrometer equipped with a dual ESI-APCI interface for obtaining exact mass determinations. The samples were positively ionized using a 3.5 kV capillary voltage. The drying gas was nitrogen at 350 °C, the flow was set at 11 L·min^−1^, and the nebulizer pressure was 40 psi. All the data were processed through MassHunter software vB.03.01 (Agilent Technologies).

The experimental mass (*m*/*z*) obtained after mass spectrometry analysis for each betaxanthin and the theoretical mass (*m*/*z*) of the tentative molecule were used for the calculation of Δppm by using Equation (1). The determination of the Δppm values served as a method of confirmation of the elemental composition, accepting values lower than 10 ppm for the unambiguous verification of the different compounds [39].

(1) $$\Delta ppm=\left(\frac{\mathrm{Experimental}\;\mathrm{mass}\;-\;\mathrm{Theoretical}\;\mathrm{mass}}{\mathrm{Experimental}\;\mathrm{mass}}\right)\times 1,000,000$$

Equation (1): calculation of Δppm for the verification of the tryptophan-betaxanthin-derived pigments.

### 4.7. C. elegans Culture Conditions and Strains

*C. elegans* strain JK1466 (*gld-1* (q485)/dpy-5 (e61) unc-13(e51)) was obtained from *Caenorhabditis* Genetic Center (CGC, St Paul, MN, USA), which is supported by the National Institutes of Health, Office of Research Infrastructure Programs (P40 OD010440). The nematodes were maintained at 20 ºC in solid nematode growth medium (NGM) [40]. The JK1466 strain was fed *E. coli* HT115 *gld-1* [41] to ensure all the worms had the *gld-1* gen knocked-down. The HT115 strain, which contains the homologous DNA sequence for the *gld-1*, was obtained from Source BioScience (sourcebioscience.com, accessed on 9 September 2021) from the library “RNAi Library (Ahringer)”. The experiments were performed in liquid S medium with age-synchronized animals using the bleach method [40].

### 4.8. Antitumoral Effect of Tryptophan-Derived Betaxanthins In Vivo

After synchronization, L1 larvae of the *C. elegans* strain JK1466 were collected and transferred to sterile 25 mL flasks containing 250 μL of a concentrated culture of *E. coli* HT115 *gld-1* 10x in M9 buffer, medium S supplemented with carbenicillin (30 μg·mL^−1^) and IPTG (1 mM), and 25 μM of each individually pure tryptophan-betaxanthin-derived pigment in a final volume of 5 mL. In the control experiments, the same volume of water was added instead of the betaxanthins. The flasks were kept under orbital shaking conditions at 20 °C for six days, and then the nematodes were analyzed to assure its viability, since the lifespan of this strain is of mean 7.92 ± 0.12 days. Dead or damaged animals were excluded from the assay [24]. Independent experiments were carried out for each of the tested compounds. The experiments were performed in duplicate; n > 50. 

### 4.9. Tumor Size Evaluation

A previously published tumor size measurement method was used to evaluate the potential antitumor activity of the novel analogous purified. For this, images of the animals were taken using the 20x lens on a Leica DM 2500 LED microscope fitted with a Leica DFC550 camera (Leica Microsystems, Wetzlar, Germany). Bright-field images were used to delimit and measure the area of each gonad using ImageJ software v1.53c [42]. Gonad sizes were measured from the loop region to the proximal region, including the area of the uterus when it was filled with tumor cells [24]. 

### 4.10. RNA Extraction and Microarray Analysis

After two days with the treatments in liquid medium, the worms were collected and cleaned with M9 buffer 10 times to ensure the elimination of *E. coli.* RNAi extraction was performed with TRIzol^®^ following the protocol of PureLink^TM^ RNA Mini Kit from Invitrogen (Carlsbad, CA, USA).

GeneChip WT Pico Reagent kit from Affymetrix was used to synthetized Ss-cDNA from 3.5 ng of each sample. The following steps of hybridization to GeneChip^®^ *C. elegans* Gene 1.1 ST Array Strip (Affymetrix, Santa Clara, CA, USA) with 26 unique sequences of each transcript were performed under the instruction of the manufacturer’s protocol. After scanning, the microarray data were processed using Affymetrix Transcriptome Analysis Console. Three independent RNA samples were employed. The control JK1466 strain and that treated with L-tryptophan-benzyl ester-betaxanthin or L-tryptophan methyl ester-betaxanthin were analyzed. The N2 strain was also analyzed and compared with the JK1466 strain.

### 4.11. Statistical Analysis

The statistical analysis of the data was performed using SigmaPlot 14.0 software (Systat Software Inc., San Jose, CA, USA). A one-way ANOVA test was employed with a significance level of *p* < 0.001.

## 5. Conclusions

Novel betaxanthins have been produced using the natural molecule L-tryptophan-betaxanthin as the lead molecule with a proven antitumoral capacity. These novel pigments have been biotechnologically produced and purified, and their properties have been characterized. These betalains have been assayed in vivo in the tumoral animal model *C. elegans* (JK1466), showing a significant reduction in the size of the tumoral gonads for all of them. The most effective molecules were L-tryptophan methyl ester-betaxanthin and L-tryptophan-benzyl ester-betaxanthin, the first betalains with ester functionalization described, which were able to reduce the tumoral size by 43.0 and 42.6%. Microarray analysis showed the capacity of tryptophan esters-betaxanthins to down-regulate the mTOR pathway. There was a difference in the effects shown by tryptophan-betaxanthin, whose MOA is related to caspase activation. The obtained results strengthen the role played by betalains in cancer chemoprevention by studying the mechanism of action underlaying the antitumoral effects of novel derivatives. This work highlights the wide possibilities of the chemical modification of phytochemicals by rational design to obtain derivatives with enhanced characteristics for possible application in cancer disease treatments.

## Figures and Tables

**Figure 1:**
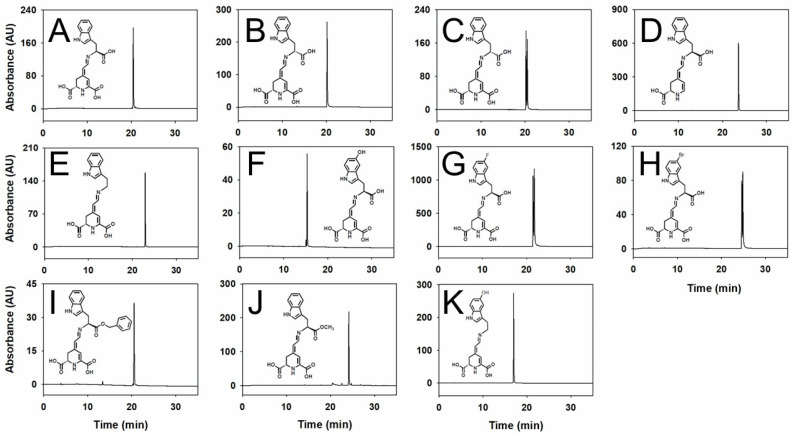
Structures and chromatograms of pure tryptophan-derived betaxanthins. HPLC chromatograms are shown at 480 nm of each individual betalain or racemic mixture. (**A**) L-tryptophan-betaxanthin, (**B**) D-tryptophan-betaxanthin, (**C**) DL-tryptophan-betaxanthin, (**D**) L-tryptophan-6-decarboxy-betaxanthin, (**E**) tryptamine-betaxanthin, (**F**) 5-hydroxy-L-tryptophan-betaxanthin, (**G**) 5-fluoro-DL-tryptophan-betaxanthin, (**H**) 5-bromo-DL-tryptophan-betaxanthin, (**I**) L-tryptophan-benzyl ester-betaxanthin, (**J**) L-tryptophan methyl ester-betaxanthin, and (**K**) serotonin-betaxanthin. The injection volume was 50 μL.

**Figure 2:**
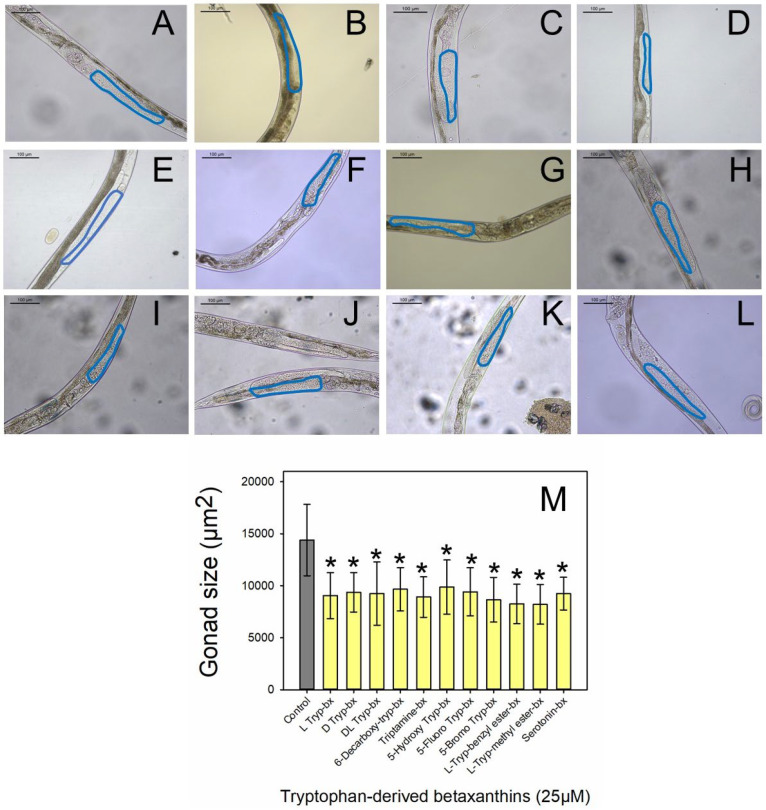
Sizes of tumoral gonads in *C. elegans*. Representative images of *C. elegans* JK1466 strain (**A**) without treatment (control) and with different treatments: (**B**) L-tryptophan-betaxanthin, (**C**) D-tryptophan-betaxanthin, (**D**) DL-Tryptophan-betaxanthin, (**E**) L-tryptophan-6-decarboxy-betaxanthin, (**F**) tryptamine-betaxanthin, (**G**) 5-hydroxy-L-tryptophan-betaxanthin, (**H**) 5-fluoro-DL-tryptophan-betaxanthin, (**I**) 5-bromo-DL-tryptophan-betaxanthin, (**J**) L-tryptophan-benzyl ester-betaxanthin, (**K**) L-tryptophan methyl ester-betaxanthin, and (**L**) serotonin-betaxanthin. Scale bar: 50 µm. (**M**) Gonad size histograms (mean values ± SD) of *gld-1* mutants control (n = 243) and treated with the different tryptophan-derived betaxanthins (n ≥ 56). bx: betaxanthin. * indicates a statistically significant difference in values (*p* ≤ 0.05) with respect to the data obtained for controls. Scale bar: 100 µm.

**Figure 3:**
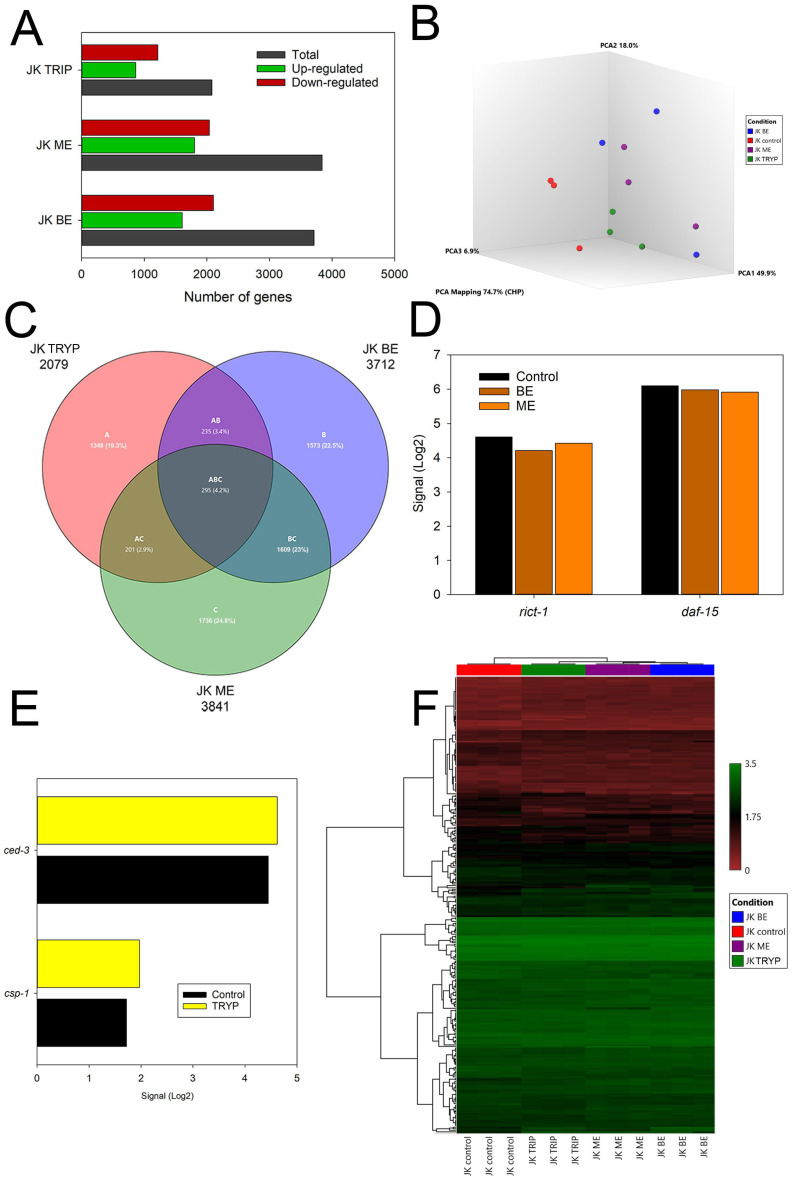
Differential gene expression analysis. (**A**) Genes up- and down-regulated by the treatments with the lead molecule tryptophan-betaxanthin, and the derivatives tryptophan benzyl ester-betaxanthin and tryptophan methyl ester-betaxanthin. (**B**) PCA analysis. (**C**) Venn diagram. (**D**) Expression levels of mTOR dysregulated genes in *C. elegans* treated with tryptophan benzyl ester-betaxanthin and tryptophan methyl ester-betaxanthin. (**E**) Expression levels of caspases dysregulated genes in *C. elegans* treated with tryptophan-betaxanthin. (**F**) Heatmap showing the triplicate assays for the conditions control, tryptophan benzyl ester-betaxanthin, tryptophan methyl ester-betaxanthin, and tryptophan-betaxanthin.

**Table 1:** Data analysis of tryptophan-derived pigments obtained using a biotechnological strategy. Retention times for HPLC analysis, chemical formula, and TOF exact mass determinations are shown.

Pigment	HPLC Analysis Rt (min)	Chemical Formula	TOF Exact Mass		
			Experimental *(m*/*z)*	Theoretical *(m*/*z)*	Δppm
L-tryptophan-betaxanthin	20.47	C_20_H_19_N_3_O_6_	398.1322	398.1347	6.2
D-tryptophan-betaxanthin	20.17	C_20_H_19_N_3_O_6_	398.1323	398.1347	6.0
L-tryptophan-6-decarboxy-betaxanthin	23.63	C_19_H_19_N_3_O_4_	354.1424	354.1448	6.7
Tryptamine-betaxanthin	22.95	C_19_H_19_N_3_O_4_	354.1464	354.1448	4.5
5-hydroxy-L-tryptophan-betaxanthin	15.31	C_20_H_19_N_3_O_7_	414.1277	414.1296	4.5
5-fluoro-DL-tryptophan-betaxanthin	21.53 21.78	C_20_H_18_FN_3_O_6_	416.1228 416.1231	416.1252 416.1252	5.7 5.0
5-bromo-DL-tryptophan-betaxanthin	24.63 24.88	C_20_H_18_BrN_3_O_6_	476.0426 476.0429	476.0452 476.0452	5.4 4.8
L-tryptophan-benzyl ester-betaxanthin	20.53	C_27_H_25_N_3_O_6_	488.1790	488.1816	5.3
L-tryptophan-methyl ester-betaxanthin	24.16	C_21_H_21_N_3_O_6_	412.1500	412.1503	0.7
Serotonin-betaxanthin	16.97	C_19_H_19_N_3_O_6_	370.1411	370.1397	3.7

**Table 2:** Absorbance data obtained for tryptophan-derived betaxanthins. Maximum wavelengths (λ_max_), molar absorption coefficients (ε), and absorbance spectral widths are indicated.

Pigment	Absorbance		
	λ_max_ (nm)	ε (M^−1^ cm^−1^)	Width (nm)
L-tryptophan-betaxanthin	477	42,000	64
D-tryptophan-betaxanthin	477	42,000	65
L-tryptophan-6-decarboxy-betaxanthin	474	49,000	61
Tryptamine-betaxanthin	473	36,000	59
5-hydroxy-L-tryptophan-betaxanthin	477	38,000	70
5-fluoro-DL-tryptophan-betaxanthin	479	43,000	61
5-bromo-DL-tryptophan-betaxanthin	479	55,000	62
L-tryptophan-benzyl ester-betaxanthin	475	45,000	68
L-tryptophan-methyl ester-betaxanthin	479	36,000	67
Serotonin-betaxanthin	474	43,000	68

## Data Availability

The microarray data from this publication have been deposited at the GEO database (NCBI) (https://www.ncbi.nlm.nih.gov/geo/, accessed on 16 June 2023) and assigned the identifier GSE235107.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25010063/s1.

# Supplementary material for: Design, Synthesis and Gene Modulation Insights into Pigments Derived from Tryptophan-Betaxanthin, Which Act against Tumor Development in Caenorhabditis elegans
**Source:** Int J Mol Sci. 2023 Dec 20;25(1):63. doi: 10.3390/ijms25010063
**Supplement:** Supplementary file 1

Supplementary information

Design, Synthesis and Gene Modulation Insights into Pigments Derived from Tryptophan-Betaxanthin, which Acts against Tumor Development in *Caenorhabditis elegans*

Paula Henarejos-Escudero, Fernando F. Méndez-García, Samanta Hernández-García, Pedro Martínez-Rodríguez, and Fernando Gandía-Herrero

Table S1. *In vivo* measurements of tumor size. Statistical analysis: Kruskal-Wallis One Way Analysis of Variance on Ranks

	[ ]<br>(μ M)	n	Tumor<br>Area (μ m ²)	S.D.	Reduction<br>(%)	<i>p</i> value vs<br>control
Control	25	243	14395.52	3434.07	0.0	
L-tryptophan-betaxanthin	25	89	9056.34	2215.15	-37.0	<0.001
D-tryptophan-betaxanthin	25	78	9372.10	1891.74	-34.9	<0.001
DL-tryptophan-betaxanthin	25	56	9247.86	3042.07	-35.7	<0.001
L-tryptophan-6-decarboxy-betaxanthin	25	89	9666.17	2088.68	-32.9	<0.001
Tryptamine-betaxanthin	25	99	8909.07	1944.82	-38.1	<0.001
5-hydroxy-L-tryptophan-betaxanthin	25	90	9871.99	2605.08	-31.4	<0.001
5-fluoro-DL-tryptophan-betaxanthin	25	80	9421.97	2309.92	-34.5	<0.001
5-bromo-DL-tryptophan-betaxanthin	25	81	8657.34	2142.69	-39.9	<0.001
L-tryptophan-benzyl ester-betaxanthin	25	87	8256.18	1901.74	-42.6	<0.001
L-tryptophan-methyl ester-betaxanthin	25	75	8212.28	1906.22	-43.0	<0.001
Serotonin-betaxanthin	25	107	9244.04	1564.24	-35.8	<0.001

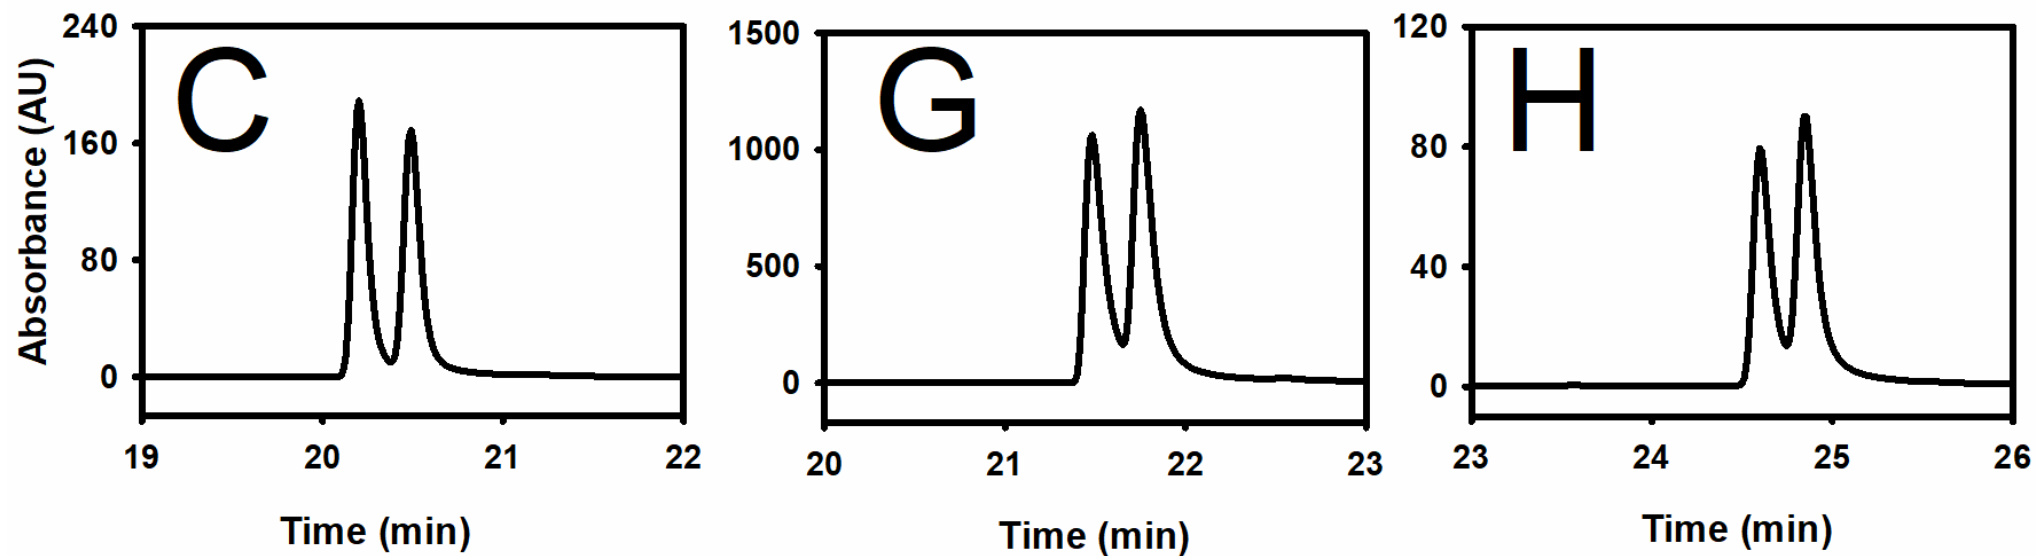

Fig. S1. Figure S1. Zoom of the peaks in the HPLC recording of Figure 1 where two peaks corresponding to the diastereoisomeric forms of the pigments derived from the racemic amino acids are shown in panels C, G and H. (C) DL-tryptophan-betaxanthin, (G) 5-fluoro-DL-tryptophan-betaxanthin, (H) 5-bromo-DL-tryptophan-betaxanthin. The injection volume was 50 μ L.

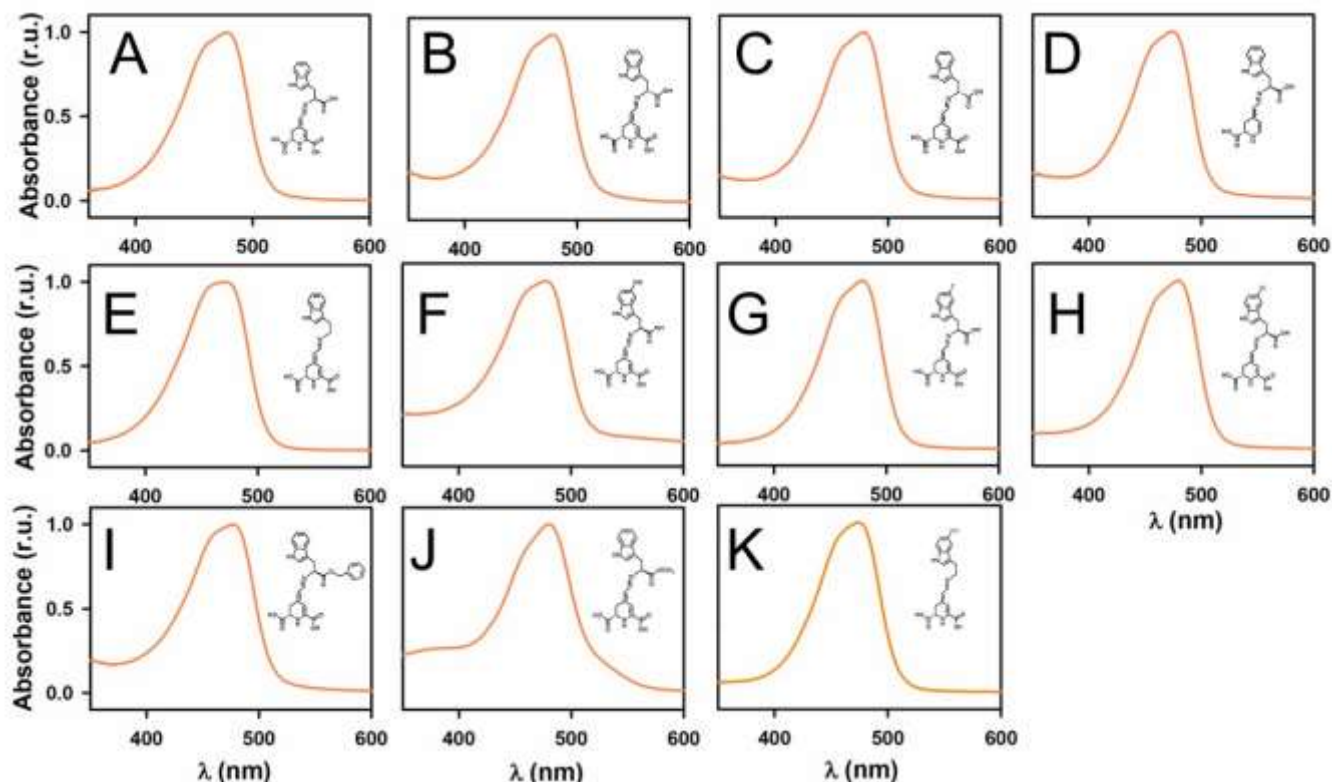

Fig. S2. Absorbance spectra for all the tryptophan-derived betaxanthins considered in this study. (A) L-tryptophan-betaxanthin, (B) D-tryptophan-betaxanthin, (C) DL-tryptophan-betaxanthin, (D) L-tryptophan-6-decarboxy-betaxanthin, (E) tryptamine-betaxanthin, (F) 5-hydroxy-L-tryptophan-betaxanthin, (G) 5-fluoro-DL-tryptophan-betaxanthin, (H) 5-bromo-DL-tryptophan-betaxanthin, (I) L-tryptophan-benzyl ester-betaxanthin, (J) L-tryptophan methyl ester-betaxanthin, and (K) serotonin-betaxanthin. r.u. relative units. Pigment structures are shown inset.

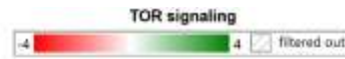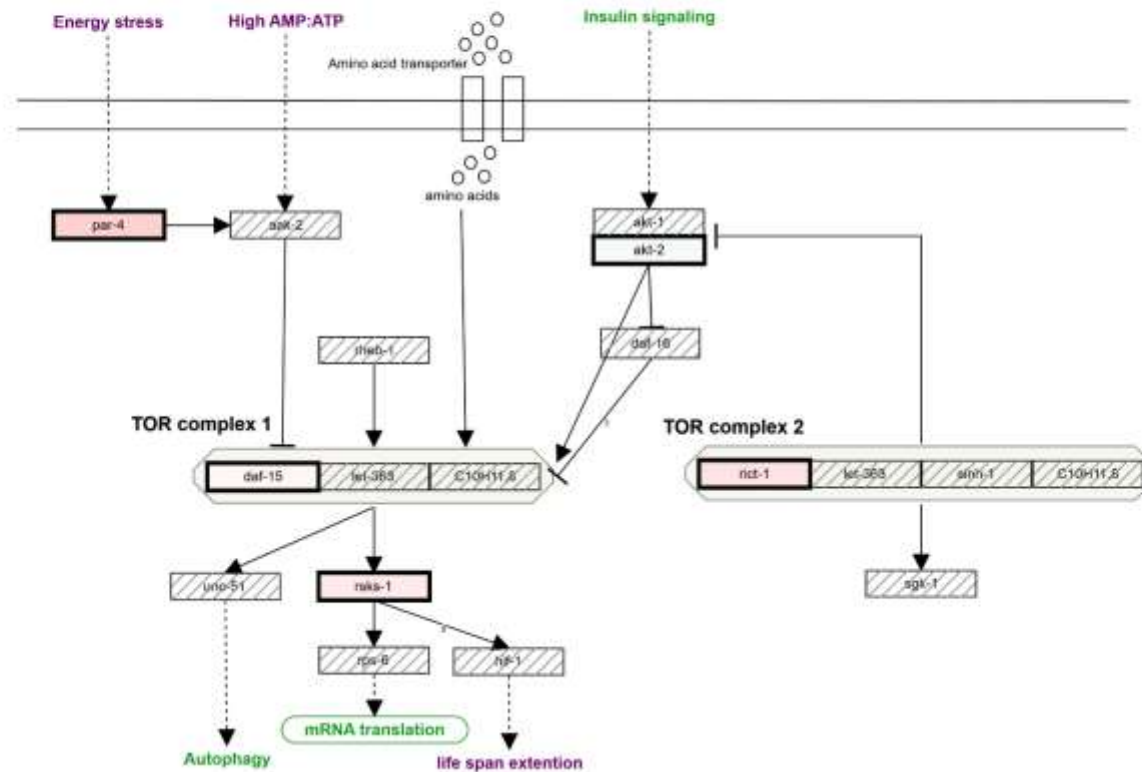

Fig. S3. Differential expression of mTOR pathway genes between tryptophan benzyl ester-betaxanthin and control treatments.

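Of the mTOR pathway genes that Figures S3 and S4 mark, par-4, which encodes the kinase LKB1, had the smallest p with tryptophan benzyl ester-betaxanthin. Its log2 fold change against the control was -0.69 (standard error 0.15, adjusted p = 0.0891 from limma), with a signal below the median of all tested probe sets in every group mean but the control's. The gene rsks-1, the S6 kinase gene downstream of TOR complex 1, had a log2 signal of 5.10 ± 0.03 (SD, n = 3) against 5.54 ± 0.15 (SD, n = 2), a log2 fold change of -0.44 (standard error 0.13, adjusted p = 0.17). With array weights par-4 (adjusted p = 0.017) and rsks-1 (adjusted p = 0.044) passed. The gene akt-2, a kinase gene of insulin signalling, had 4.26 ± 0.07 (SD, n = 3) and a log2 fold change of 0.20 (adjusted p = 0.327). For mlst-8 the log2 fold change was -0.34 (adjusted p = 0.36) and for sinh-1 -0.29 (adjusted p = 0.453). None of these genes passed the adjusted threshold.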

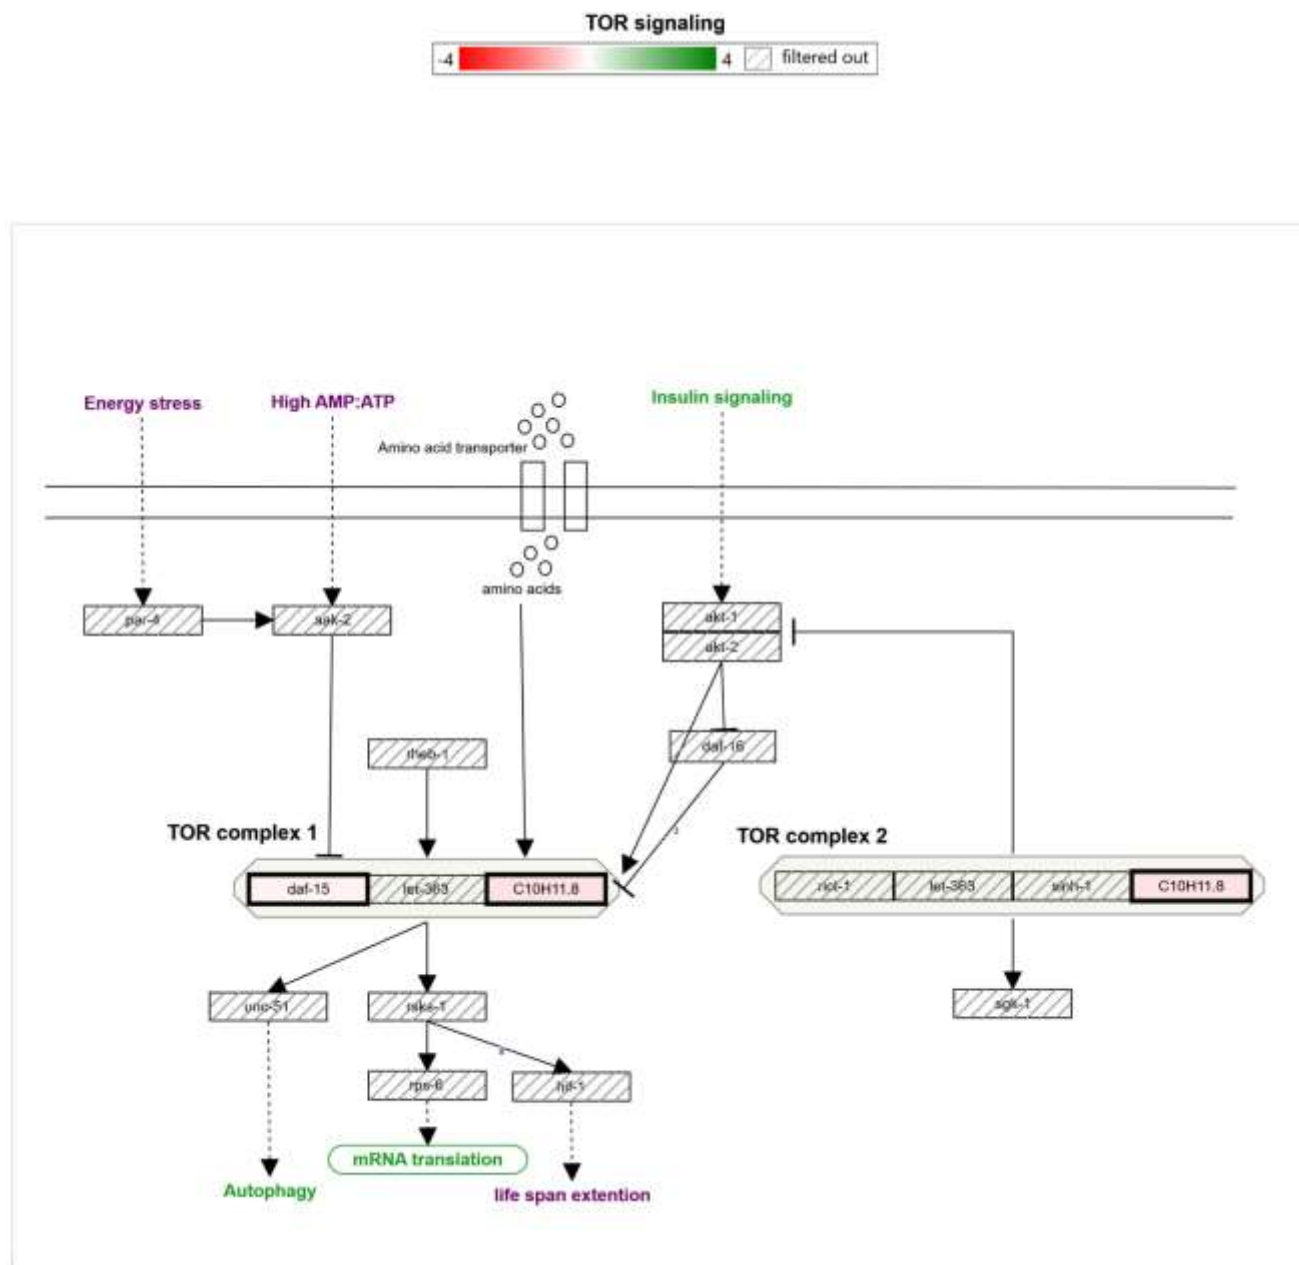

Fig. S4. Differential expression of mTOR pathway genes between tryptophan methyl ester-betaxanthin and control treatments.

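With tryptophan methyl ester-betaxanthin, mlst-8 and par-4 had the smallest p among the genes that the paper names or marks in its mTOR figures. The gene mlst-8 had a log2 signal of 3.28 ± 0.16 (SD, n = 3) against 3.85 ± 0.03 (SD, n = 2) in the control, a log2 fold change of -0.56 (standard error 0.16, adjusted p = 0.185 from limma). With array weights mlst-8 passed (adjusted p = 0.038). The gene par-4 had a log2 fold change of -0.50 (standard error 0.15, adjusted p = 0.19 from limma). The gene rsks-1 had one of -0.19 (adjusted p = 0.489) and sinh-1 one of -0.01 (adjusted p = 0.985), whose sign changed in several alternatives. No gene of this set passed the adjusted threshold. Between the methyl and the benzyl ester, the difference in akt-2 was -0.27 (95% interval -0.45 to -0.10, adjusted p = 0.649 from limma).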

How the deposited data were processed for this re-analysis (not part of the article)

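Gene expression was measured in whole JK1466 animals on C. elegans Gene 1.1 ST arrays, 3 arrays for each of the 3 compounds (tryptophan-betaxanthin, its methyl ester derivative and its benzyl ester derivative, 25 µM, 48 h) and 2 arrays for the water control, 11 in all. The condition and the trial number of each array were taken from the sample labels and the paper. The paper describes a control array of the third trial and arrays of the wild-type strain, which were not analysed here. The labels call the trials independent, and p-values measure the spread between them. Arrays of the same trial number deviated together from their group means between the methyl and the benzyl ester (correlations of 0.501, 0.235 and 0.742) and between tryptophan-betaxanthin and the methyl ester (0.214, 0.291 and 0.453). With the benzyl ester, tryptophan-betaxanthin did so in the first and the third trial and not in the second (0.272, -0.0609 and 0.472), and the controls had values of -0.0467 to 0.134 with the treatments. Between the esters the first and second trials also correlated across numbers (0.431 and 0.497), so it is mainly the third trial that the numbers set apart. The fit with the trial number as a block is given beside results that it changes, though not beside all. The list calls that it gains are named with the processing alternatives.

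The authors' table holds log2 signals per probe set, made with RMA in the Affymetrix Expression Console according to the submitters' processing notes. The paper names the Transcriptome Analysis Console. Versions, the annotation release and the thresholds for altered genes are not given in the sources used here. No further normalisation was applied to the main values. Of 29317 probe sets, 26761 carry a gene symbol and were tested, 26281 of them with 1 symbol and 480 with several, and 2556 without a symbol were left out because control probe sets cannot be told from them. Symbols came from the annotation table given with the series, and 24801 single-gene probe sets were matched to RefSeq genes by the gene identifiers in that table. Where a gene had several probe sets (138 of 26128 genes), the one with the highest mean over all arrays stood for it. Arrays give no counts, so the number of arrays limits the precision. Signals below the median of the tested probe sets (2.28) may be close to the background, whose level was not measured.

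A linear model with the 4 groups was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and p-values were adjusted by the Benjamini-Hochberg method over all tested probe sets with a threshold of 0.05. The comparisons were each compound against the control, the mean of the esters against the control and against tryptophan-betaxanthin, and the methyl against the benzyl ester. A list of genes was tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted over the 35 lists within a comparison. The lists were TOR signalling and the core subunits of the TOR complexes, caspases, cell death and engulfment, insulin signalling, germline stem cell fate, germ granules, meiosis, DNA replication and mitosis, oocyte, sperm, vitellogenins, cuticle collagens, moulting, oxidative stress, glutathione S-transferases, cytochromes P450, UDP-glucuronosyltransferases, P-glycoproteins, heat shock, unfolded protein response, autophagy, ribosomal proteins, fat metabolism, tryptophan metabolism, innate immunity, sirtuins, markers of muscle, intestine, neurons, hypodermis and somatic gonad, histones, hypoxia and oxidative phosphorylation. A few lists share members (the core subunits belong to TOR signalling, and the caspases to cell death).

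Principal components, squared distances, pseudo-F with exact permutation of the arrays, and average-linkage clustering used all tested probe sets. The overlap between comparisons was set beside 100 simulations of unchanged groups measured against the same controls. Single genes were also tested by an exact two-sided permutation test, where 3 arrays against 2 cannot give a p below 0.1.

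The lists, the comparisons, the tests and the rule for naming genes were fixed before the data were examined. The rule names every gene that the paper names or marks in its mTOR figures, the 6 higher and the 6 lower genes with the largest change past the adjusted threshold (or, where fewer pass, past an unadjusted p under 0.05) whose groups do not overlap and whose higher mean reaches the median of all probe sets, and up to 3 members of each list with the smallest p. Genes outside it are named as chosen after their values were seen, besides second values of a gene already named in another comparison. The alternatives were the trial number as a block, only the arrays of the groups compared, an intensity trend with a robust prior, array weights, cyclic loess, median centring, the probe sets with a mean signal above the median, all probe sets, other thresholds, the mean of a gene's probe sets, and each array left out in turn. Leaving out the third trial and the splits of the arrays within trials, for counts and for pseudo-F, were added after seeing the data. A fit on simulated data with these groups made 11 false calls among 174 for the benzyl ester against the control, 7 among 192 for the esters against tryptophan-betaxanthin and 9 among 184 for the methyl against the benzyl ester. A simulated shift of -0.5 in a list was estimated as -0.49, and 0 of 34 other lists were called. The simulated genes and arrays varied independently, with the same spread in every group. The real lists had estimated correlations of up to 0.76 among the germline lists and 0.98 for vitellogenins. So these simulations cannot show how often false calls arise in lists whose genes vary together.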

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

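The tests of the third-trial arrays other than the one for mislabelled arrays, and the splits within trials, were chosen only after the result was seen, and the other splits of the arrays were planned. Signals above the control stand in genes that the paper does not discuss. C35A5.3 was higher with tryptophan-betaxanthin by 1.92 log2 units, irg-4 with the methyl ester by 3.93 and R09E12.9 with the benzyl ester by 4.34, each past the adjusted threshold of limma. With only the arrays of the groups compared irg-4 (adjusted p = 0.051) and R09E12.9 (adjusted p = 0.19) did not pass, and C35A5.3 did not after cyclic loess (adjusted p = 0.052). The cytochrome P450 list had a median of 0.204 and the UDP-glucuronosyltransferase list of 0.259 with the esters combined against the control, with 5 genes higher in each and none lower (13 higher and none lower, and 12 higher and 2 lower, when adjusted over the list alone). In these lists 6 and 10 genes were higher over all genes with the trial number as a block.

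In splits of the same 8 arrays into 6 and 2 with a fit of these groups alone, the real split of the esters against the control called 6 probe sets, a count reached by 2 of 28 splits, so chance cannot be excluded for it. The highest other split called 5488, many times the real count, and sets the third-trial arrays of the methyl and the benzyl ester against the rest, which points to a structure of the samples. For the esters against tryptophan-betaxanthin the real split called 1174, reached by 3 of 84 splits. The highest other split called 1264 and holds both third-trial ester arrays, and the split that follows the third trial called 1175, so these splits, which take no account of the trials, leave open what the trials add. The 27 splits that keep 1 array of each trial in the smaller group were fitted with these groups alone and the trial as a block. Here the real split called 3297 and the highest other 9. That count was reached by 1 of 27 splits, the smallest share they allow. These splits were chosen after seeing the data, so they do not exclude chance. In the fit of all groups with the trial number as a block the comparison called 4506 probe sets, and without the third trial 3083. For the methyl against the benzyl ester the real split called 1 probe set, the highest other split 1 (2 of 10 splits reach it), and 10 splits are too few for a share under 0.05.

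The arrays of the third trial with the methyl and the benzyl ester stand apart from all others. A tryptophan-betaxanthin array under an ester label is argued against. Of the 3083 probe sets called between the esters and tryptophan-betaxanthin in the first and second trials, 87.1% keep their direction in the third trial for the benzyl ester (92.2% for the methyl ester). Germline genes among them could keep it through an earlier stage alone. Lists outside the germline, compared after seeing the data, argue against such an array too. Cytochrome P450 medians relative to the control were 0.24 (methyl ester) and 0.19 (benzyl ester) in the third trial, against 0.06 for tryptophan-betaxanthin. Those of UDP-glucuronosyltransferases were 0.28 and 0.21, against 0.01. The share of kept directions does not test a swap of labels between the third-trial ester arrays, or a control array under an ester label. A shift common to every treatment of the third trial stays open, because the third tryptophan-betaxanthin array moved along with the esters with a slope of 0.29 and no control array of that trial was analysed. An earlier stage of these animals is a candidate explanation, and the values it needs are there, with moulting genes higher by 0.473 or more and vitellogenins lower in both arrays. The pattern was found and tested on the same data.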

How the results depend on the processing

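Leaving out the third trial was chosen only after the data were seen, and all other alternatives were planned. Counts are given in the order tryptophan-betaxanthin, methyl ester and benzyl ester against the control, esters against the control, esters against tryptophan-betaxanthin, and methyl against benzyl ester, where the main counts are 1, 69, 151, 175, 1737 and 40. They were 9, 319, 343, 485, 4506 and 63 with the trial number as a block, 793, 0, 0, 16, 697 and 1 with only the groups compared, 177, 1235, 1537, 3274, 3952 and 54 with array weights, and 136, 616, 1455, 1501, 3083 and 123 without the third trial. With an intensity trend and a robust prior they were 3, 52 and 92 for tryptophan-betaxanthin, the methyl ester and the esters against the control, and after cyclic loess 0, 59, 118, 153, 1817 and 39. At an unadjusted p under 0.05 they were 1617, 4384, 4089, 5033, 6445 and 1159, under 0.001 they were 78, 218, 288, 337, 889 and 95, with 1.5-fold and p under 0.05 they were 445, 2189, 2007, 2245, 2317 and 241, and with 2-fold 113, 578, 507, 512, 350 and 72. The adjusted threshold with 1.5-fold left 1112 for the esters against tryptophan-betaxanthin. Median centring, the probe sets above the median signal and all probe sets kept each count within 1.5 times. With single arrays left out the ranges were 0 to 11, 0 to 135, 16 to 726, 0 to 555, 11 to 2875 and 24 to 54. The 359 probe sets that differed between the 4 groups became 234 with the methods' one-way analysis of variance at an unadjusted p under 0.001 and 77 after adjustment.

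The overlap of the esters (2511) was 37 past the adjusted threshold and 1086 to 3360 with single arrays left out. That of tryptophan-betaxanthin with the methyl ester (444) was 0, 229 with the probe sets above the median signal, 999 without the third trial and 246 to 770, and with the benzyl ester (454) 1, 242, 846 and 265 to 619. The pseudo-F of control against treated arrays was 0.898 to 1.96 with single arrays left out, with an exact permutation p of 0.044 for the highest, without the second tryptophan-betaxanthin array. That of the esters against tryptophan-betaxanthin (3.17) was 3.41 over the 1000 most variable probe sets, 3.46 without the third trial and 1.99 to 3.56 with single arrays left out.

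Adjusted over all probe sets, rict-1 and daf-15 with either ester and ced-3 and csp-1 with tryptophan-betaxanthin passed against the control under none of these settings, while daf-15 with the methyl ester and csp-1 passed when adjusted over their list alone. ced-3 with tryptophan-betaxanthin changed sign without the first tryptophan-betaxanthin array (-0.0488), in a range of -0.0488 to 0.122 over the arrays left out. TOR signalling with the methyl ester changed sign after cyclic loess (0.0383) and without the second control (6.58e-05) or the first methyl ester array (0.0328), in a range of -0.0387 to 0.0328 over the arrays left out, with tryptophan-betaxanthin it passed after cyclic loess (0.136), and with the benzyl ester without the third trial (-0.135) or the third benzyl ester array (-0.135), in a range of -0.135 to -0.00216 over the arrays left out. sinh-1 with the methyl ester changed sign with the trial number as a block (0.0504), with array weights (0.128), with an array left out (0.0117) and without the third trial (0.141). The sperm list with tryptophan-betaxanthin changed sign with the block (0.00578). Of 917 alternatives of the 84 other called gene results, 774 kept the call, 143 lost it and 0 changed sign, and of 690 alternatives of results not called, 79 gained a call and 4 changed sign. These counts hold only 1 array left out per gene result, that with the largest unadjusted p or a change of sign. They therefore understate the calls lost over all arrays left out. Without the second tryptophan-betaxanthin array, 5 of the 24 called genes named for the esters against tryptophan-betaxanthin kept the call. Of the lists tested, 9, 14, 17, 15, 17 and 4 passed with camera, 0, 0, 0, 2, 0 and 0 with an estimated correlation (the cytochrome P450 and UDP-glucuronosyltransferase genes) and 0, 2, 2, 2, 12 and 0 with fry. With the trial number as a block 15, 15, 19, 16, 16 and 9 passed with camera, where 8, 1, 3, 1, 1 and 5 calls were gained and 2, 0, 1, 0, 2 and 0 lost, and without the third trial 10, 15, 19, 18, 15 and 16 passed, with 4, 2, 5, 3, 0 and 12 gained and 3, 1, 3, 0, 2 and 0 lost. For tryptophan-betaxanthin the block gained stem cell fate, germ granules, oocyte, UDP-glucuronosyltransferases, autophagy, neurons, hypodermis and hypoxia. It gained cell death for the methyl ester, and ribosomal proteins, somatic gonad and hypoxia for the benzyl ester. For the esters it gained histones against the control and moulting against tryptophan-betaxanthin. Between the esters it gained oocyte, oxidative stress, ribosomal proteins, tryptophan metabolism and neurons. The cause was not tested for any of these changes. A control group of 1 array, as when a control is left out, is assumed to vary like the other groups. Signals that may be near the background, as for csp-1 and par-4, limit what a change in these genes can show.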

Differences from the paper's values

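The paper states no threshold for altered genes. Its statistics section gives a one-way analysis of variance at p under 0.001 without naming the arrays. So its counts stand beside counts at the adjusted threshold of 0.05 and at other thresholds. The paper describes 3 control arrays and these counts rest on 2, so the groups compared are not the same. For tryptophan-betaxanthin the paper's number of altered genes is 2079 and the count here is 1, and the paper's number of down-regulated genes is 1217 and the count here is 0. For the benzyl ester the paper's number is 3712 and the count here 151, and for the methyl ester the paper's is 3841 and the count here 69. Of the alternatives set before the data were examined, an unadjusted p under 0.05 gives 1617 altered and 942 lower probe sets for tryptophan-betaxanthin, 4089 for the benzyl ester and 4384 for the methyl ester, all within 1.5 times of the paper's numbers, and no other of these alternatives does so for any of the 4. The same p in a fit of only the groups compared, a combination computed after seeing the data, gives 4122 for the methyl and 3753 for the benzyl ester, also within 1.5 times, but 4191 altered and 2677 lower probe sets for tryptophan-betaxanthin.

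The log2 difference of daf-15 is about -0.1 in Fig. 3D, read by eye, for the benzyl ester, against -0.186 here, and about -0.2 in Fig. 3D, read by eye, for the methyl ester, against -0.258 here. Cyclic loess, set before the data were examined, gives -0.145 for the benzyl and -0.179 for the methyl ester, close to the figure, as do single arrays left out for the benzyl ester (-0.174 without the first control and -0.145 without the second benzyl ester array) and for the methyl ester (-0.238 without its first array), and the others do not. These gaps are near the limit of what can be read from the figure.

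The paper states that ced-3 is up-regulated by tryptophan-betaxanthin, and the log2 fold change here is 0.03 (adjusted p = 0.994 from limma), with no setting that calls it. It states the same of csp-1, which is higher here by 0.40 (p = 0.0062, adjusted p = 0.587 from limma, exact permutation p = 0.1) and passes at an unadjusted p under 0.05 and when adjusted over the caspase list alone (adjusted p = 0.025), but over all probe sets in no setting. The paper states that rict-1 and daf-15 are down-regulated by the esters, and all 4 fold changes here are negative, with rict-1 for the benzyl ester (p = 0.014) and daf-15 for the methyl ester (p = 0.015) past an unadjusted p under 0.05 by limma. Adjusted over the core subunits of the TOR complexes alone, daf-15 passes for the methyl ester (adjusted p = 0.036), and none passes over all probe sets in any setting. The paper states a separation of control and treated samples in the PCA, which in the paper covers 3 control arrays. Here, over 11 arrays with 2 controls, the controls lie nearest to the tryptophan-betaxanthin arrays of the first and second trials on the first component, though apart from all tryptophan-betaxanthin arrays on the second, and the pseudo-F of control against treated arrays has an exact permutation p of 0.091. Over the 16 splits within trials, chosen after seeing the data, the real split has the highest pseudo-F, with an exact permutation p of 0.062, the smallest they allow. The paper's count is larger for the methyl than for the benzyl ester, as it is here at an unadjusted p under 0.05 but not at the adjusted threshold. The larger overlap between the esters than with tryptophan-betaxanthin, and the grouping of the esters in the clustering of the group means, hold here too.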

Other observations

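The tests of the germline share, of the third trial as the cause of the germline values and of the overlap of the esters were chosen only after the result was seen, as was the comparison of propionate genes. Genes of the shunt that breaks down propionate, acdh-1, ech-6 and hach-1, were higher with the benzyl ester than in the control by 1.53 (adjusted p = 0.00234 from limma), 1.07 (adjusted p = 0.003) and 1.99 (adjusted p = 0.00159) log2 units, as were nhr-68, a regulator of that shunt, by 1.41 (adjusted p = 0.00143) and dhgd-1 by 1.72 (adjusted p = 0.00143). These genes except acdh-1 were chosen after their values were seen. With the methyl ester nhr-68 was higher by 0.83 (adjusted p = 0.0301), and the log2 fold changes of acdh-1, ech-6 and hach-1 did not pass (0.54, 0.40 and 0.23). With tryptophan-betaxanthin those of acdh-1, ech-6 and hach-1 were 1.23 (adjusted p = 0.0897), 0.75 and 1.16, and none passed. With only the arrays of the groups compared these 3 passed for tryptophan-betaxanthin (adjusted p = 0.0023, 0.0087 and 0.003), while none of the 5 genes passed for the benzyl ester (adjusted p = 0.054 to 0.1), nhr-68 did not for the methyl ester (adjusted p = 0.22), and hach-1, dhgd-1 and ech-6 did not between the esters (adjusted p = 0.13, 0.11 and 0.75). The methyl and the benzyl ester differed in hach-1 by -1.75 (adjusted p = 0.00161), in dhgd-1 by -1.68 (adjusted p = 0.000875) and in ech-6 by -0.67 (adjusted p = 0.0442). With any single array left out, hach-1, dhgd-1 and nhr-68 passed for the benzyl ester against the control, acdh-1 did not without the second control array (adjusted p = 0.06), and ech-6 did not without the first or second (adjusted p up to 0.063). The gene nhr-68 for the methyl ester passed only without the second methyl ester, the first or the third benzyl ester array (adjusted p up to 0.51), and the difference in ech-6 passed only without the first methyl ester array (adjusted p up to 0.19).

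Somatic lists moved as well. The 30 moulting genes rose with the methyl ester (median 0.63, adjusted p = 2.8e-06 from camera) and the benzyl ester (median 0.43, adjusted p = 5.6e-05), with 0 past the threshold over all genes and 5 and 4 higher when adjusted over the list alone. When the trial number was a block, mlt-8, let-653 and wrt-10, named after their values were seen, passed over all genes with each ester (9 and 5 higher over the list alone). The list had adjusted p = 0.38 and adjusted p = 0.42 with an estimated correlation. Collagen genes rose with the methyl ester (median 0.20, adjusted p = 3.3e-05, and adjusted p = 0.38 with an estimated correlation), where 0 genes passed over all genes and 18 were higher over the list alone, and with the block 15 over all genes and 38 higher and 2 lower over the list alone. Neuron genes rose with both esters (medians 0.34, adjusted p = 0.00012, and 0.19, adjusted p = 0.0092), as did intestine genes (0.19, adjusted p = 0.0037, and 0.18, adjusted p = 0.016), with adjusted p = 0.38 to 0.46 with an estimated correlation. The benzyl ester calls were lost without the third benzyl ester array for neurons (adjusted p = 0.19), and for the intestine without the first control array (adjusted p = 0.076). As groups by camera, with the benzyl ester, vitellogenins (median -1.31, adjusted p = 0.0092), histones (-0.26, adjusted p = 0.0092), heat shock genes (-0.18, adjusted p = 0.032) and genes of oxidative stress (-0.18, adjusted p = 0.043) fell, with adjusted p = 0.4 to 0.47 with an estimated correlation. The 22 genes of oxidative stress went both ways, with 8 fold changes above 0 and 14 below. Of these, gst-12, gst-4 and gst-30 were lower over all genes, and adjusted over the list alone 6 were lower and 3 higher (gst-10, sod-3 and sod-5, named after their values were seen). With the block sod-3 was higher over all genes and 4 were lower, and over the list alone 9 were lower. No single vitellogenin, histone or heat shock gene passed over all genes, 0, 1 and 0 were lower when adjusted over the list alone, and 0, 3 and 2 at an unadjusted p under 0.05 (with the block 1 histone passed over all genes and 5 were lower over the list alone). These calls were lost without the third benzyl ester array for vitellogenins (adjusted p = 0.11), without the first for histones (adjusted p = 0.22) and oxidative stress (adjusted p = 0.26), and without the second control (adjusted p = 0.18) or the second benzyl ester array (adjusted p = 0.059) for heat shock. That of oxidative stress was lost also without the first control (adjusted p = 0.076), the third tryptophan-betaxanthin (adjusted p = 0.05) or the second (adjusted p = 0.067) or the third methyl ester array (adjusted p = 0.07). With tryptophan-betaxanthin, ribosomal protein genes (median 0.11, adjusted p = 0.00035), histones (0.19, adjusted p = 0.0074), oxidative phosphorylation (0.11, adjusted p = 0.0078) and intestine genes (0.18, adjusted p = 0.04) rose and sperm genes fell (-0.17, adjusted p = 0.019), with adjusted p = 0.78 to 0.85 with an estimated correlation and no gene past the threshold. None of these 5 calls held without the third tryptophan-betaxanthin array (adjusted p = 0.11, 0.13, 0.15, 0.13 and 0.13). The intestine call was lost without the first control (adjusted p = 0.22) and without the second tryptophan-betaxanthin or the second benzyl ester array (adjusted p = 0.05 for each), the oxidative phosphorylation call without the first control (adjusted p = 0.091), and the sperm call without the first (adjusted p = 0.062) or second control (adjusted p = 0.05). Against tryptophan-betaxanthin, the esters had lower ribosomal protein genes (median -0.10, adjusted p = 7.9e-05), histones (-0.32, adjusted p = 8.4e-05) and vitellogenins (-1.1, adjusted p = 0.028) and higher autophagy genes (0.11, adjusted p = 0.026), with adjusted p = 0.34 to 0.65 with an estimated correlation. The last pair of calls was lost without the third methyl ester array (adjusted p = 0.065 and 0.11), as were the autophagy call without the third benzyl ester array (adjusted p = 0.17) and the vitellogenin call without the first (adjusted p = 0.053) or second tryptophan-betaxanthin array (adjusted p = 0.065). Other fits ended some of these calls too. Without the third trial, an alternative chosen after seeing the data, these were the benzyl ester calls of heat shock (adjusted p = 0.057) and neurons (adjusted p = 0.34), the autophagy call (adjusted p = 0.44) and the tryptophan-betaxanthin calls of ribosomal proteins (adjusted p = 0.1), histones (adjusted p = 0.089) and oxidative phosphorylation (adjusted p = 0.13). With the trial number as a block they were the tryptophan-betaxanthin calls of sperm (adjusted p = 0.79) and the intestine (adjusted p = 0.12) and the benzyl ester call of neurons (adjusted p = 0.095). Median centring ended the former intestine call (adjusted p = 0.061), that of oxidative stress (adjusted p = 0.059) and that of vitellogenins against tryptophan-betaxanthin (adjusted p = 0.091), and cyclic loess the autophagy call (adjusted p = 0.068). Against tryptophan-betaxanthin, 0 ribosomal protein genes and 0 vitellogenins passed over all genes, 5 histones were lower and 2 autophagy genes higher (with the block 1 and 3 were lower, 10 histones were lower and 1 higher, and 5 autophagy genes were higher). Of the neuron and intestine genes none passed over all genes with either ester. Insulin signalling, glutathione S-transferases, P-glycoproteins, the unfolded protein response, tryptophan metabolism, innate immunity, sirtuins, muscle, hypodermis and somatic gonad passed in no comparison with camera in the main fit, with medians from -0.22 to 0.33 and a smallest adjusted p of 0.078. With the block hypodermis passed for tryptophan-betaxanthin (higher, adjusted p = 0.042), somatic gonad for the benzyl ester (lower, adjusted p = 0.049) and tryptophan metabolism between the esters (lower with the methyl ester, adjusted p = 0.049). Without the third trial the same 3 passed there (adjusted p = 0.0012, 0.009 and 0.016), as did hypodermis for the methyl ester (adjusted p = 0.03), somatic gonad for the esters combined (adjusted p = 0.041), muscle for the benzyl ester (adjusted p = 0.012) and between the esters (adjusted p = 0.0083), and P-glycoproteins between the esters (adjusted p = 0.017). In the main fit, with fry for a change in 1 direction, innate immunity passed for the esters against tryptophan-betaxanthin (adjusted p = 0.045), where 32 of its 362 genes were higher and 10 lower, and the other 9 lists passed in none. With fry for changes in either direction, glutathione S-transferases (adjusted p = 2e-06), P-glycoproteins (adjusted p = 3.3e-05), innate immunity (adjusted p = 5.8e-05), insulin signalling (adjusted p = 0.0072) and hypodermis (adjusted p = 0.022) passed in that comparison, and all of these but insulin signalling also in others.

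Germline lists were lower with both esters. The third trial alone is argued against as the cause, since the members of the 6 germline lists have a median log2 fold change of -0.503 without it (-0.74 with all arrays), and 166 of 167 members are lower. A lower share of germline tissue in these whole animals is a candidate explanation that stays open, because it would raise neuron and muscle markers alike, and their medians differ by 0.2 in the ester arrays with an exact permutation p of 0.39, a test with few arrays that decides nothing. An earlier stage, named for the third-trial arrays, was not tested for the other ester arrays and stays open as well. In the first and second trials the esters had vitellogenin medians of -0.29 to -0.56 relative to the control mean. Their moulting medians were 0.21 to 0.34. Tryptophan-betaxanthin had -0.05 and 0.06 for vitellogenins and 0.16 and 0.22 for moulting genes. The paper reports smaller tumoral gonads with these compounds, a biological difference that was not tested against the germline values. The gonads were measured at a later time than the RNA was taken. The paper reports smaller gonads with tryptophan-betaxanthin too, whose germline list medians against the control ran from -0.17 (sperm) to 0.11 (oocyte).

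The esters share more altered probe sets with each other than with tryptophan-betaxanthin. The shared control arrays are argued against as the whole cause, since the covariance of the fold changes of the esters is 4.63 times that of simulated unchanged groups. Without the third trial they share 2.76 times as many probe sets as tryptophan-betaxanthin and the methyl ester (2760 against 999, and 2511 against 444 with all arrays). That ratio depends on the lengths of the lists, as independent lists of these lengths would share 468 and 265. The fold changes without that trial correlated at 0.723 between the esters. For tryptophan-betaxanthin the correlations were 0.317 with the methyl and 0.217 with the benzyl ester. These values argue against the shift of the third trial in both esters as the whole cause. A common response to the esters may remain, as a hypothesis found and tested on the same data.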
